# Crypt and Villus Transcriptomic Responses in Mouse Small Intestine Following Oral Exposure to Hexavalent Chromium

**DOI:** 10.1093/toxsci/kfab152

**Published:** 2021-12-22

**Authors:** Grace A Chappell, Jeffrey C Wolf, Chad M Thompson

**Keywords:** dose-response, gene expression, metals, molecular mechanisms, omics research, RNA-seq

## Abstract

Oral exposure to hexavalent chromium (Cr(VI)) induces tumors in the mouse duodenum. Previous microarray-based transcriptomic analyses of homogenized mouse duodenal tissue have demonstrated Cr(VI)-induced alterations in various cellular pathways and processes. However, X-ray fluorescence microscopy indicates that chromium localizes primarily to the duodenal villi following exposure to Cr(VI), suggesting that previous transcriptomic analyses of homogenized tissue provide an incomplete picture of transcriptomic responses in the duodenum. Herein, transcriptomic analyses were conducted separately on crypt and villus tissue from formalin-fixed paraffin-embedded transverse duodenal sections from the same study in which microarray-based analyses were previously conducted. A total of 28 groups (7 doses × 2 timepoints × 2 tissue compartments) were analyzed for differential gene expression, dose-response, and gene set enrichment. Tissue compartment isolation was confirmed by differences in expression of typical markers of crypt and villus compartments. Fewer than 21 genes were altered in the crypt compartment of mice exposed to 0.1-5 ppm Cr(VI) for 7 or 90 days, which increased to hundreds or thousands of genes at ≥20 ppm Cr(VI). Consistent with histological evidence for crypt proliferation, a significant, dose-dependent increase in genes that regulate mitotic cell cycle was prominent in the crypt, while subtle in the villus, when compared with samples from time-matched controls. Minimal transcriptomic evidence of DNA damage response in either the crypts or the villi is consistent with published *in vivo* genotoxicity data. These results are also discussed in the context of modes of action that have been proposed for Cr(VI)-induced small intestine tumors in mice.

The oral carcinogenicity of hexavalent chromium (Cr(VI)) was demonstrated in a 2-year cancer bioassay in rats and mice (NTP, 2008; Stout *et al.*, 2009). Epidemiological evidence for oral carcinogenicity of Cr(VI) is weak or nonexistent (Gatto *et al.*, 2010), likely due to the fact that, based on the animal data, the oral carcinogenicity of Cr(VI) requires prolonged exposure to levels that are orders of magnitude above typical environmental concentrations. Specifically, median and 95th percentile Cr(VI) levels in U.S. water sources are 0.001 and 0.003 ppm, respectively (McNeill *et al.*, 2012; Moffat *et al.*, 2018; Oze *et al.*, 2007; U.S. EPA, 2017), whereas oral carcinogenicity in the mouse small intestine occurs at ≥30 ppm and in the rat oral cavity at 180 ppm (NTP, 2008; Stout *et al.*, 2009). Multiple groups have proposed modes of action (MOAs) for Cr(VI)-induced carcinogenicity, including genotoxic (McCarroll *et al.*, 2010; Zhitkovich, 2011) and nongenotoxic MOAs (Thompson *et al.*, 2013, 2017a). More recently, an adverse outcome pathway for chemical-induced intestinal carcinogenesis via nongenotoxic key events in mice has leveraged Cr(VI) data (Bhat *et al.*, 2020).

In 2010, a research effort was initiated to specifically inform the MOA for the two tumor sites (mouse small intestine, rat oral cavity) observed in the 2-year bioassay on Cr(VI) (Thompson *et al.*, 2011a). At the time, it was anticipated that transcriptomic analyses would provide significant insight into the MOA, perhaps without the need for more “traditional” toxicity and genotoxicity assays. However, understanding the MOA through transcriptomics alone proved challenging and the more traditional studies have proved invaluable for informing the MOA, including *in vivo* micronucleus studies in the intestine (O’Brien *et al.*, 2013; Thompson *et al.*, 2015b) and *in vivo* mutation assays in the small intestine and oral cavity (Aoki *et al.*, 2019; O’Brien, *et al.*, 2013; Thompson *et al.*, 2015c, 2017c). One possible explanation for the limited ability of transcriptomics to inform the MOA more precisely is that synchrotron-based X-ray fluorescence (XRF) microscopy has revealed that chromium does not distribute uniformly within the intestinal mucosa; chromium fluorescence in transverse intestinal sections of mice exposed to 180 ppm Cr(VI) for 90 days was primarily detected in the intestinal villi with little or no fluorescence in the crypts (Thompson *et al.*, 2015a). As such, measuring transcriptomic responses in samples containing differentiated villus enterocytes exposed to chromium and proliferating crypt enterocytes with minimal or no chromium exposure has likely complicated the interpretation of transcriptomic data.

The purpose of the present study was to analyze gene expression in intestinal sections of mice exposed to 0.1–180 ppm Cr(VI) in drinking water for 7 or 90 days from a previously conducted bioassay (Thompson *et al.*, 2011b) using formalin-fixed paraffin-embedded (FFPE) tissues. Unlike previous studies that employed whole-genome microarray analysis of homogenized duodenal samples (Kopec *et al.*, 2012a,b; Rager *et al.*, 2017), the present study used RNA sequencing following microdissection of crypt and villus regions from FFPE transverse duodenal sections (Figure 1). Tissue fractionation allows for the determination of differential responses in two functionally distinct regions of the intestinal mucosa that receive vastly different levels of Cr(VI) exposure. Not only does this allow for investigation of dose-responses to Cr(VI) in the two compartments, but also allows for better understanding of how the normal crypt and villus transcriptome differences change as a function of chromium dosimetry and histopathological evidence of toxicity. These results are further discussed in the context of MOA analysis and the human health risk assessment of Cr(VI). In addition, the fractionated data are broadly compared with the previously published unfractionated results from the same animals.

**Figure 1.**
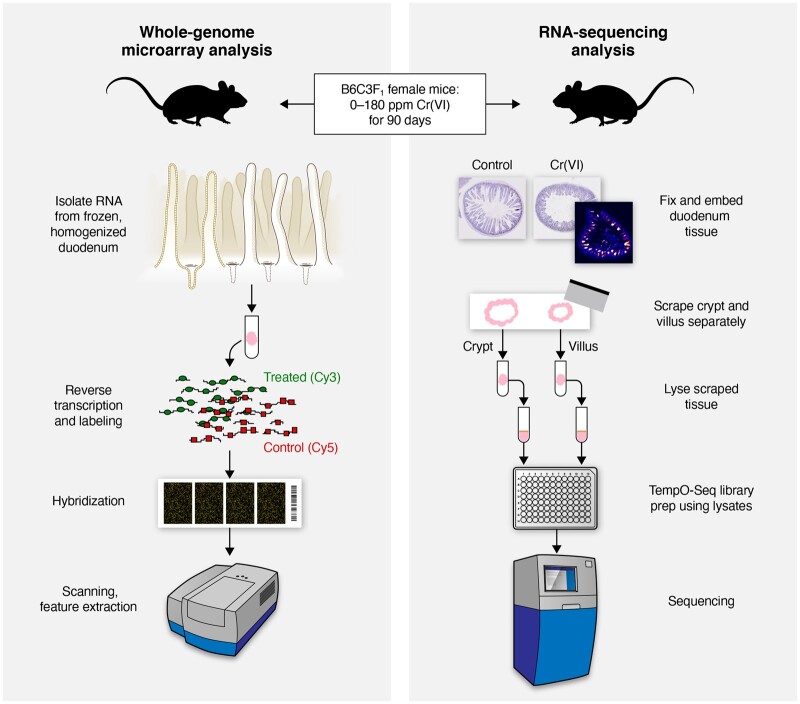
Schematic detailing and comparing the sample preparation and study design included in this study (right) and previous studies (left) by Kopec *et al*. (2012a,b) and Rager *et al.* (2017).

## MATERIALS AND METHODS

###  

####  

##### Animal treatment and tissue preparation

Animal husbandry, study design, and test substance information have been previously described in detail (Thompson *et al.*, 2011b). Briefly, female B6C3F_1_ mice (Charles Rivers Laboratories International, Inc.) were exposed to Cr(VI), as sodium dichromate dihydrate, in drinking water (*ad libitum*) at concentrations ranging from 0.3 to 520 mg/l. The estimated doses across the two exposure durations are shown in Table 1. After 7 and 90 days of exposure (referred to herein respectively as days 8 and 91), mice were euthanized by CO_2_ anesthesia and exsanguination. Small intestines were fixed in 10% neutral-buffered formalin, embedded in paraffin, and sections approximately 5–6 µm in thickness were mounted to slides to be used for RNA sequencing.

**Table 1.** Estimated Doses of Cr(VI) Intake Based on Drinking Water Concentrations^*a*^

Drinking Water Concentration, ppm Cr(VI)	Cr(VI) Intake, mg/kg bw/day	
	Day 8	Day 91
0	0.0	0.0
0.1	0.03	0.02
1.4	0.4	0.3
5	1.2	1.1
20	4.9	4.6
60	13.1	11.6
180	30.4	31.0

a Source: Thompson *et al.* (2012).

##### RNA sequencing

Two 5-µm FFPE unstained transverse duodenal sections from each mouse (*n* = 5 per group, for a total of 70 mice) were mounted on a glass slide (uncovered). The crypt region was physically removed (via microdissection) and discarded from one histologic section, and the villus removed and discarded from the adjacent section, by an American College of Veterinary Pathologists (ACVP)-certified anatomic pathologist (J.C.W.) at Experimental Pathology Laboratories (Sterling, Virginia). The remaining mounted villus and crypt tissues, respectively, were then processed individually (total of 140 samples) at BioSpyder Technologies (Carlsbad, California) by scraping the sections from the slides and processing the tissue according to the TempO-Seq protocol, a targeted RNA sequencing technology, as previously described (Yeakley *et al.*, 2017). Briefly, messenger RNA (mRNA) targets were hybridized with a detector oligomer probe mix, made up of 30 146 probes spanning the mouse whole transcriptome (each gene has 1–3 probes). Nuclease digestion of excess oligomers was conducted, followed by ligation to result in a pool of amplification templates sharing polymerase chain reaction (PCR) primer “landing sites.” Following PCR (at which point successful library preparation was confirmed for all samples by sufficient amplification), clean-up, and pooling, DNA libraries from each sample were sequenced (single-end, 50 bp read length) using a HiSeq 2500 Ultra-High-Throughput Sequencing System (Illumina, San Diego, California).

##### Data processing and analysis

Sequencing data were analyzed using packages in the R software environment, version 3.5.2 (cran.r-project.org/). The number of sequenced reads per probe was extracted from FASTQ files generated from the sequencing experiment, with each probe representing a gene-specific sequence. Samples with an overall sequencing depth (total reads across all probes) lower than two standard deviations below the mean sequencing depth across all samples, or with gene diversity (total number of genes sequenced) lower than two standard deviations below the mean number of genes sequenced per sample were excluded from the comparative analysis. Count data from all samples that passed this sequencing depth quality criterion were used for further comparative analyses.

##### Identification of genes with significant differential expression across concentrations

The DESeq2 R package (v128.1) (Love *et al.*, 2014) was used to normalize data such that sample-to-sample variation in sequencing depth was considered. Statistical methods within DESeq2 were used to calculate fold-change and identify differentially expressed genes (DEGs) associated with exposure by conducting statistical comparisons between groups that share a characteristic (Love *et al.*, 2014). In this study, the various treatment groups were compared with controls of the same sex. Differentially expressed probes (DEPs) were defined as those with a false discovery rate (FDR) < 10% for any chosen comparison between treatment groups, based on *p* values adjusted for multiple testing using the Benjamini and Hochberg (BH) procedure (Love *et al.*, 2014). Unique DEGs were identified from respective DEPs.

##### Benchmark dose analysis

Dose-response modeling was conducted using the BMDExpress software (v2.2) (Phillips *et al.*, 2019). Normalized expression data for all samples as generated using DESeq2 were loaded into BMDExpress without transformation, using probe IDs from the TempO-Seq experiment as gene identifiers. A Williams trend test (with *p* value cutoff = .05) was used to identify genes altered by exposure to Cr(VI). No fold-change filters or correction for multiple tests were applied. Benchmark dose (BMD) analysis was conducted using the following models: linear, power, hill, 2° and 3° polynomial, and exponential models 2–5. The models were run assuming constant variance and a benchmark response (BMR) of one standard deviation. Functional classification was conducted using the gene set collections available within the BMDExpress software (Reactome gene sets), based on significantly dose-responsive genes (ie, genes with a winning model fit *p* value ≥ .1), and removing genes according to the default parameters as follows: genes with BMD/BMDL > 20, BMDU/BMDL 40, BMDs above 5 mg (highest dose), and/or genes with a BMD > 10-fold below the lowest positive dose. No filters for minimum or maximum number of genes per gene set were applied. BMDs for the gene sets were also calculated. Additional settings for the BMD modeling and pathway/signaling analyses can be found in the Supplementary Materials.

##### Identification of pathway-level alterations across concentrations

Biological pathways that were associated with the transcriptomic response profiles were identified using the DESeq2 results. For genes for which multiple probes were used to measure expression, the probe with the highest sequencing count across all samples was selected as the representative gene to be used in the pathway analyses. Mouse gene identifiers were converted into human identifiers, when available, using the R package biomaRt (v2.38.0) based on the Ensembl genome database (http://uswest.ensembl.org/index.html). Gene expression data were then queried for enrichment of gene sets within the canonical pathway (CP) subcollection (c2.cp.v7.4) available through the Molecular Signatures Database (MSigDB: http://software.broadinstitute.org/gsea/msigdb/index.jsp, last accessed June 2021), which includes gene sets from several pathway databases (eg, the BioCarta online maps of metabolic and signaling pathways [BIOCARTA]; Nishimura, 2001), the Kyoto Encyclopedia of Genes and Genomes (KEGG; Ogata *et al.*, 1999), the Pathway Interaction Database (Schaefer *et al.*, 2009), and the Reactome database of reactions, pathways, and biological processes (REACTOME; Jassal *et al.*, 2020)).

Enrichment of gene sets and pathways was evaluated by two methods: the first follows the analysis employed by the gene set enrichment analysis (GSEA) platform made available by the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp), the second employed a more simple hypergeometric test for overrepresentation. The GSEA method (Subramanian *et al.*, 2005) determines whether sets of genes (eg, the constituents of a molecular signaling pathway) are significantly concordant between various defined groups (in the case presented herein, different doses) based on a ranking metric (in this case, the statistical measure of differences in expression between treated and control mice, using the Wald statistic as determined with DESeq2). The GSEA statistical method was applied within the Platform for Integrative Analysis of Omics data (PIANO) R package (v1.22.0) (Varemo *et al.*, 2013). Gene set enrichment significance was calculated using permutation-based nominal *p* values based on weighted Kolmogorov-Smirnov test enrichment scores and adjusted for multiple hypothesis testing by calculating FDRs using the BH method (Subramanian *et al.*, 2005). For the hypergeometric test, all DEGs for each treatment group (ie, an FDR of < 10% as described above) were tested for overrepresentation among the gene sets in the CP subcollection using the Fisher combined probability test function within the PIANO package. For both methods, the minimum and maximum gene set size (number of member genes in the gene set that are present in the list of genes measured in the TempO-Seq experiment, and thus have gene-level statistics) was set to 5 and 500, respectively (defaults to 1 and infinity), and gene sets with an FDR < 10% were considered significantly enriched.

##### Data availability

RNA sequencing data are publicly available at NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GEO series accession number GSE182812).

## RESULTS

To examine exposure effects of Cr(VI) on gene expression in mouse duodenum, RNA sequencing was performed on duodenal crypt and villus samples from female mice exposed to tap water or 0.1–180 ppm Cr(VI) in the drinking water for 7 or 90 days. 

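RNA from the microdissected crypts and villi was measured by TempO-Seq, in which detector oligonucleotides that lie next to each other on a transcript are ligated and then sequenced. The authors deposited the count of sequencing reads for each probe in each library, without normalization. The counts used here covered probes for 21450 genes in 137 libraries from 71 mice, 71 libraries from crypts and 66 from villi. Each group held 5 libraries, apart from 6 in the crypt at 0.1 ppm and day 8 and 4 in the villus at 5, 20, and 180 ppm and day 8 and in the untreated villus at day 91. Total counts per library ran from 1463938 to 7199801, with a median of 3592983. Probes that passed edgeR's count filter (26365 probes, 19020 genes) were fitted in 1 negative binomial quasi-likelihood model of all groups with trimmed mean of M-values (TMM) scaling. Log2 fold changes are edgeR's, with a prior count of 2, and CPM (counts scaled to the effective size of each library) are mean ± SD over libraries of a group. P values are two-sided and were adjusted over probes within each contrast by the Benjamini-Hochberg procedure, and a gene was counted as a DEG at an adjusted p under 0.1. A group in which every library held 3 counts or fewer was treated as having no measured expression, a limit that covers counting error only, because the reads are copies made by PCR. In simulated counts in which 200 of 18655 probes were changed 4-fold, this fit recovered 177 of them, called 25 others, and called 0 in a contrast without change. Those counts had 1 dispersion for all probes, independent libraries, and changed probes with a mean count of at least 10. They check the code and do not give its error rate on the real libraries. The crypt and villus libraries of a mouse were more alike than those of different mice of the same dose and day (median correlation of residuals over 15114 probes, 0.107 in 66 pairs and -0.0252 in 269 pairs), so contrasts between compartments were also fitted with the mouse as a block.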

All sample libraries passed quality control requirements for sequencing. 

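The 137 libraries had a mean total of 3726320 counts with an SD of 1193132. The limit of 2 SDs below that mean was 1340057 counts. A mean of 17988 probes per library had at least 1 count, with an SD of 2550. The fewest were 12957 probes in a library, and 2 SDs below the mean was 12888. Of the libraries used here, 0 lay under either limit. Mice 8, 127, 287, 370, and 527 had a crypt library here and no villus library, each in a different group. If the samples that the paper removed are those absent here, both limits were computed after the removal. The 0 then cannot test that removal. Depth was not even over dose groups in the villus at day 91, where the 4 untreated libraries had a median total of 2172693.5 counts (1667014 to 2678299) and the 5 libraries at 180 ppm a median of 4000110 counts. Differences in total count over the 7 dose groups gave a permutation p of 0.0012 in that set (adjusted p = 0.0048 over 4 sets). The same test of the probes detected gave a permutation p of 1e-05, the smallest the 100000 resamples can give (adjusted p = 4e-05). Medians of 13986.5 probes were detected in those untreated libraries and 19415 at 5 ppm.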

Following sequencing, five samples were removed from the analysis due to low sequencing depth and/or low gene diversity (criteria described in Materials and Methods section). Each failed sample was from an animal in a different treatment group (ie, no two failed samples were from the same dose and timepoint).

The variance in transcriptomic profiles across the entire dataset was visualized using principal components analysis (PCA). As can be seen in Figure 2, the PCA demonstrated that the samples varied most between the tissue compartments, next by dose, and varied minimally by duration of treatment.

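In a principal components analysis of the 500 probes with the highest variance of log2 CPM, PC1 held 23.7%, PC2 19.7%, and PC3 10.9% of the variance. Compartment accounted for 38.7% of the variance of PC1 and 34.5% of that of PC2 (permutation p = 1e-05 for each, the smallest the resamples can give; adjusted p = 3e-05 over 9 tests). Dose accounted for 8.59% of PC1 and 6.53% of PC2 (permutation p = 0.066 and 0.18), and for 75.2% of PC3 (permutation p = 1e-05). Day accounted for 5.69%, 0.668%, and 8.88% of the 3 components, with permutation p = 0.0051, 0.34, and 0.00043. Use of every filtered probe in place of 500 moved the components to 11.1% and 5.60%. PC1 also followed pancreatic acinar transcripts over the 137 libraries (Spearman rho -0.63, Pearson r -0.694), a limit on reading it as a difference between compartments alone.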

**Figure 2.**
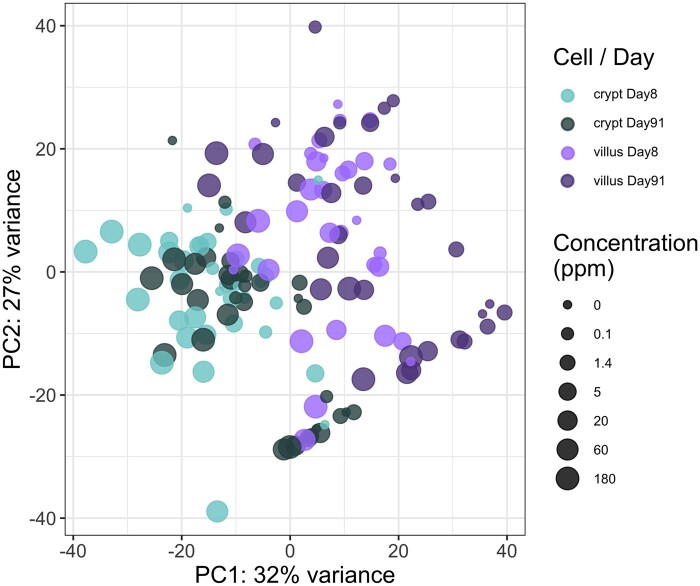
Principal components analysis plot of all samples included in the analysis. The different tissue compartments and timepoints are represented by color (see legend), and the size is scaled by the concentration of hexavalent chromium (increasing size for increasing concentration).

###  

#### Confirmation of Tissue Compartment Isolation

The isolation of crypt and villus tissue compartments from the FFPE duodenal sections was confirmed by investigating the mRNA expression levels of crypt- and villus-specific markers in untreated and treated animals, with a focus on the basal level expression (ie, untreated animals). 

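Expression in untreated mice differed between crypts and villi in 164 genes at day 8, 57 of them higher in the crypt and 107 higher in the villus, and in 2523 genes at day 91, 1652 higher and 873 lower. The mouse as a block gave 880 genes at day 8 and 2358 at day 91, and leaving out 1 replicate at a time gave from 10 to 799 at day 8 and from 1300 to 2687 at day 91. Splits of these libraries that swap compartment within mice number only 16 at day 8 and 8 at day 91, and the real grouping gave the most genes in each (70 and 1498 in fits of these libraries alone), a share that cannot fall under 0.05. DESeq2's size factors in edgeR put the share higher in the crypt at day 91 at 50.1% of 2478 genes, in place of 65.4%, while DESeq2 gave 62.2% of 3027 and thinned counts 66.1% of 3351. Of 8 markers named for the compartments, 7 passed at day 8 and 8 at day 91 with p values adjusted over the 8, and 1 and 8 with adjustment over all probes. With 1 replicate left out at a time, the count at day 8 ran from 3 to 8. In the day 8 controls, the villus library of mouse 48 had 11694 CPM of crypt markers and 5183 CPM of villus markers. The crypt library of mouse 49 had 1452 and 9128 CPM. Both were used as labelled, and their labels were not tested, a limit on every contrast with untreated mice at day 8.

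**Figure D1:**
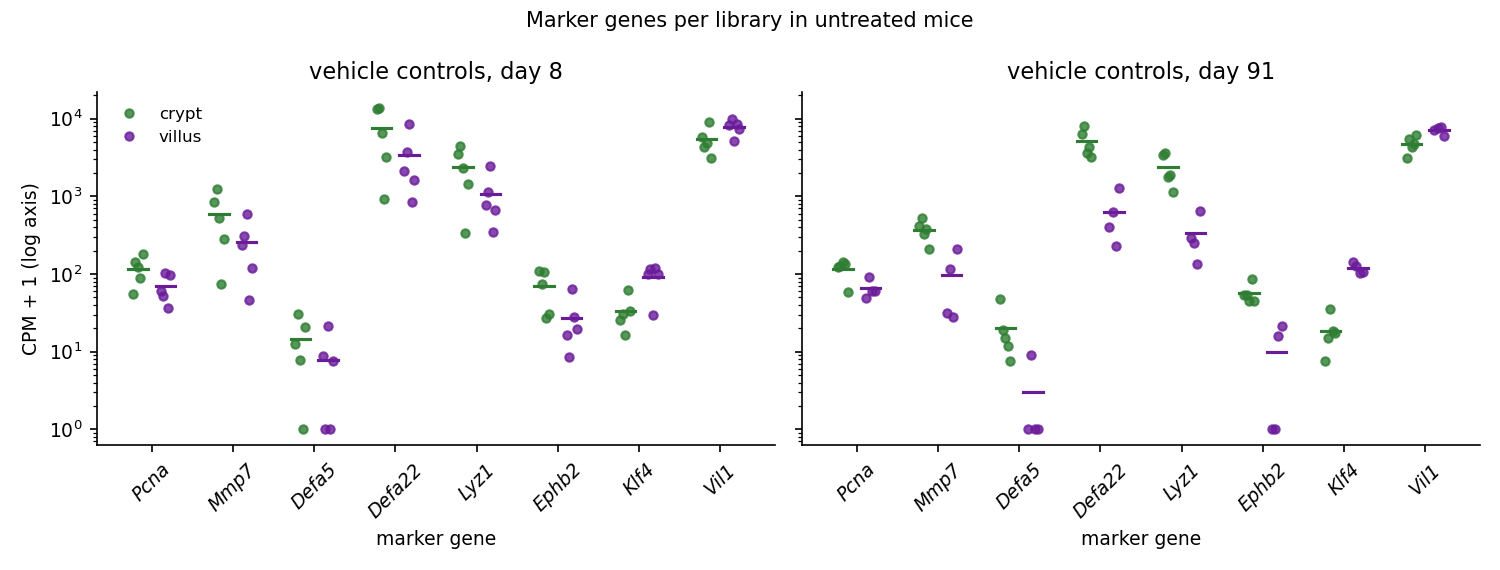
Expression of the 8 compartment markers in untreated mice at days 8 and 91. Each point is 1 library in CPM + 1 on a log scale, green for crypts and purple for villi, and lines show group means (n = 5 libraries per group, and 4 in the villus at day 91).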

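*Pcna* (chromosome 2, 132249162 to 132253314 in GRCm38) was expressed at 116 ± 33.9 CPM in untreated crypts and 64.8 ± 18.6 CPM in untreated villi at day 91, a log2 difference of 0.85 (SE 0.264; edgeR adjusted p = 0.0272). Its difference at day 8 was 0.76 (edgeR adjusted p = 0.152, and 0.0752 with the mouse as a block). In the untreated crypts of day 91, mouse 8 lay apart from the other mice for this gene. *Mmp7* (chromosome 9, 7692090 to 7699585) was 1.95 higher in the crypt at day 91 on the log2 scale (edgeR adjusted p = 0.0138) and 1.20 higher at day 8 (adjusted p = 0.284 without and 3.86e-05 with the block). *Lyz1* (chromosome 10, 117287797 to 117292868) fell from 2380 ± 1102 CPM in crypts to 332 ± 225 CPM in villi at day 91 (edgeR adjusted p = 0.000173). At day 8 the difference of *Lyz1* was 1.18 (adjusted p = 0.288, and 4.15e-05 with the block). *Ephb2* (chromosome 4, 136647539 to 136835988) differed by 1.34 at day 8 and 2.51 at day 91 (edgeR adjusted p = 0.136 and 0.000607; with the block, 0.00204 and 7.32e-07), with mouse 7 apart from the other untreated crypts at day 91. The alpha-defensins *Defa5* and *Defa22* (chromosome 8, 21297439 to 21298375 and 21162277 to 21163249) belong to a family of near-identical genes, so which member their probes measured is uncertain. *Defa22* was 3.03 higher in the crypt at day 91 and 1.18 at day 8 (edgeR adjusted p = 0.000455 and 0.365; with the block, 3.33e-41 and 4.58e-05). *Defa5* was measured at 19.4 ± 16.2 CPM in crypts at day 91 and was at 0 in 3 of the 4 untreated villi, where mouse 5 alone had counts (log2 difference 3.51; edgeR adjusted p = 0.0117). Its difference at day 8 was 0.97 (adjusted p = 0.553, and 0.523 with the block).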

For example, the expression of the proliferating cell nuclear antigen DNA synthesis gene was significantly higher in crypt samples relative to villi in untreated animals, as was the expression of several genes specific to Paneth cells (secretory epithelial cells located in the small intestinal crypts; Mariadason *et al.*, 2005; Wang *et al.*, 2011), such as the matrix metalloproteinase 7 (*Mmp7*), defensin, alpha 5 and 22 (*Defa5* and *Defa22*), lysozyme 1 (*Lyz1*), and ephrin type-B receptor 2 (*Ephb2*; Figure 3). 

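Untreated villi at day 91 held 118 ± 18.3 CPM of *Klf4* (chromosome 4, 55527143 to 55532466) and untreated crypts 17.7 ± 10.2 CPM, a log2 difference of -2.72 (SE 0.389; edgeR adjusted p = 4.19e-07). At day 8 the difference of *Klf4* was -1.48 (edgeR adjusted p = 0.035, and 4.35e-05 with the mouse as a block), with the untreated villus of mouse 48 apart from the rest. *Vil1* (chromosome 1, 74409376 to 74435559) had 7166 ± 847 CPM in villi and 4755 ± 1158 CPM in crypts at day 91 (log2 difference -0.61; edgeR adjusted p = 0.0517). Its log2 difference at day 8 was -0.53 (adjusted p = 0.224, and 0.0589 with the block).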

In the villus compartment, Krüppel-like factor 4 (*Klf4*), a transcription factor expressed in differentiated epithelial cells, and Villin-1 (*Vil1*), a regulator of intestinal epithelial cell morphology, were higher when compared with crypt specimens in time-matched untreated animals (Figure 3 and Supplementary Table 1). These compartment-specific differences were more significant at day 91 compared with day 8 of vehicle treatment, indicating that the difference in gene expression profile increases over time/age. 

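The paper reasons from the larger significance at day 91 than at day 8 that the expression difference between the compartments grows with time or age. Tested as an interaction, the difference between untreated crypts and villi changed between days in 0 genes, with 2214 probes at an unadjusted p under 0.05. The block of mouse raised that to 75 genes (68 with a positive change and 7 with a negative one). Over the 8 markers alone, the change passed for 4, with a smallest adjusted p of 0.0563, and for 0 with adjustment over all probes, and with the block for 6 and 2. Those past the threshold over the 8 were *Defa5*, *Defa22*, *Lyz1*, and *Klf4*, whose log2 differences changed by 2.54, 1.85, 1.67, and -1.24. The log10 of the total count as a covariate left 0 of the 8. DESeq2 called 124 genes for the change.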

Cr(VI) exposure did not have a significant effect on the compartment-specific differences in these genes (Figure 3). 

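The marker differences between compartments were compared between 180 ppm and untreated mice as an interaction within each day. At day 8 the change passed for 0 of the 8 markers, with a smallest edgeR adjusted p of 0.162 over the 8. Day 91 likewise gave 0 of 8, with a smallest adjusted p of 0.131. With the mouse as a block, 4 passed at day 8 over the 8 and 3 over all probes. Those 3 were *Mmp7*, *Defa22*, and *Lyz1*, named after their values were seen. Their changes, as the effect in the villus minus that in the crypt, were -1.33, -1.45, and -1.59 (edgeR adjusted p = 0.0215, 0.00038, and 6.99e-05). A negative change here means a larger excess in the crypt at 180 ppm. The summed crypt markers ran from 6789 to 10570 CPM in crypts and from 903 to 2941 CPM in villi at 180 ppm and day 8. Without exposure they ran from 1452 to 19629 CPM and from 1299 to 11694 CPM, ranges that mice 48 and 49 widened. In those mice the markers hardly told the compartments apart, and the block was not fitted without them. The changes with the block at day 8 may thus come from these controls. At day 91 the block gave 2 over the 8 and 1 over all probes. Exposure also changed single markers within a compartment. *Mmp7* was lower in the villus at 180 ppm and day 91 by a log2 fold of -2.31 (edgeR adjusted p = 0.00355). *Vil1* was lower in the crypt at 180 ppm and day 8, -0.98 (edgeR adjusted p = 0.000246), and *Ephb2* higher in the crypt at 60 ppm and day 91, 1.40.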

Similar mRNA changes have been reported previously using tissue fractionation from fresh intestinal tissue and microarray analysis of gene expression (Mariadason *et al.*, 2005).

**Figure 3.**
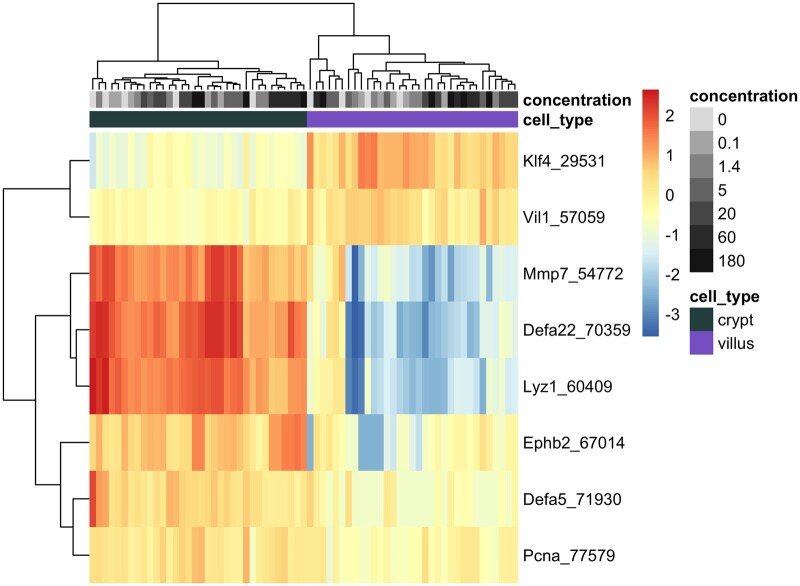
Heatmap of selected genes representing markers of crypt and villus cells at day 91 across all dose groups. Normalized expression level per sample per gene is represented by the distance of each individual sample from the mean expression level for that gene across all samples. Unsupervised clustering according to Euclidean distances is demonstrated by the ordering of genes (rows) and individual tissue samples (columns), with distances depicted by dendograms. Color and grayscale identifiers are assigned to each sample (columns) across the top of the heat map according to tissue compartment (green for crypt, purple for villus) and concentration of hexavalent chromium (grayscale increasing in darkness with increasing concentration).

#### Transcriptomic Changes Associated With Exposure to Cr(VI)

The transcriptomic response to Cr(VI) varied in the crypts and villi at both time points (Table 2 and Figure 4). 

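In crypts at day 8, 4 genes passed at 0.1 ppm, 1 at 1.4 ppm, and 4 at 5 ppm, and at day 91 the counts were 0, 0, and 1. The probes at an unadjusted p under 0.05 numbered 753 at 0.1 ppm and 882 at 1.4 ppm at day 91. Those at day 8, named after their values were seen, were *Cdca4* (log2 fold 4.20, adjusted p = 0.0542), *Ccl25* (-1.50), and the immunoglobulin genes *Igkv19-93* and *Ighv1-47* at 0.1 ppm, *Ighv1-47* at 1.4 ppm (-4.15, adjusted p = 0.0429), and *Ugt2b5* (7.10), *Ctnnd1*, which was lower, *Tsc22d3* (-1.38), and *Sgk1* (-2.49) at 5 ppm. The gene at day 91 was *Igkv8-18* at 5 ppm (5.78; edgeR adjusted p = 9e-05). Immunoglobulin genes and *Ugt2b5* belong to families of similar sequence, so which member was measured is uncertain. Fits of the untreated and exposed libraries alone gave 3, 13, and 0 genes at day 8 and 2, 69, and 101 at day 91. Of 100 random splits of those libraries, 63 and 28 gave at least as many at 0.1 and 1.4 ppm and day 8, and 61, 5, and 2 at the 3 doses and day 91, while the 0 genes at 5 ppm and day 8 leave nothing to compare. A separate fit for each compartment and day gave 980 genes at 5 ppm and day 91, and DESeq2 gave 17, 10, and 29 genes at day 8 and 10, 17, and 12 at day 91.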

There was very minimal transcriptomic response at both days 8 and 91 in the crypt at concentrations < 20 ppm (4.9 and 4.6 mg Cr(VI)/kg bw/day for days 8 and 91, respectively), with 21 or fewer DEGs at either timepoint (full DESeq2 analysis results for treatment effect can be found in Supplementary Table 3). The DEGs in each of these low-dose groups were nearly identical. 

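Among these low-dose crypt groups, *Ighv1-47* was the only gene shared by any pair, at 0.1 and 1.4 ppm and day 8. With DESeq2, day 8 had 5 genes in common between 0.1 and 1.4 ppm, 6 between 0.1 and 5 ppm, and 3 between 1.4 and 5 ppm. Probes with 0 counts in every library of either the exposed or the untreated group made up 55.6%, 70.0%, and 33.3% of those called by DESeq2 at the 3 doses (18, 10, and 30 probes).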

For example, the same 16 genes were differentially expressed at day 91 for both 1.4 and 5 ppm, whereas six out of the nine DEGs at 0.1 ppm were represented within these 16 DEGs. 

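DESeq2 on these counts called 24 genes in the crypt at 0.1, 1.4, and 5 ppm and day 91 together, of which, by any of their probes, 6 were called at all 3 doses, 3 at 2 doses, and 15 at 1 dose. By the same probe, 8 genes were shared at 1.4 and 5 ppm, and 6 by 0.1 ppm with each of the other doses. Of the probes called at 0.1, 1.4, and 5 ppm, 100%, 94.4%, and 91.7% had 0 counts throughout either the exposed or the untreated group.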

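At 20, 60, and 180 ppm the crypt had 59, 490, and 957 genes past the threshold at day 8 and 134, 3375, and 1489 at day 91. In fits of the 2 groups alone the counts were 131, 235, and 731 at day 8 and 957, 5030, and 2352 at day 91, and random splits gave at least as many genes in 4, 3, and 1 of 100 at day 8 and in 1 of 100, the real one, at each dose at day 91. Genes with higher expression made up 15.3%, 38.6%, and 27.5% of these at day 8 and 69.4%, 67.3%, and 59.7% at day 91. DESeq2's size factors in edgeR put those shares at day 91 at 32.1%, 41.2%, and 45.4%, so the prevailing direction at day 91 depends on the scaling. With those size factors, the median log2 fold of all probes was -0.18 at 60 ppm and -0.12 at 180 ppm.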

The response in the crypt, thus, appears to exhibit a nonlinear (perhaps hockey stick) dose-responsive increase in DEGs. In the villi, the number of DEGs was substantially higher at all concentrations relative to the number of DEGs in the crypts at both timepoints (with the exception of 0.1 ppm at day 8), and qualitatively appear to follow a more linear dose-responsive trend at day 8 and a sigmoidal shape at day 91 (Figure 4). This higher level of response at the molecular level aligns with the higher level of exposure to Cr(VI) in the villi relative to the crypts (Thompson *et al.*, 2015a,b). 

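Villi had 0, 393, 94, 654, 1581, and 1389 genes past the threshold at day 8 from 0.1 to 180 ppm, and 9, 8, 2661, 3433, 3584, and 3176 at day 91. At 0.1 ppm and day 8, where the count was 0, 1747 probes were at an unadjusted p under 0.05. Fits of the 2 groups alone gave 50, 183, 78, 386, 615, and 827 genes at day 8, which random splits reached in 33, 5, 15, 1, 1, and 2 of 100. In the fit of all libraries, each villus count from 1.4 ppm upward at day 8 was above that of the crypt, and at 0.1 ppm it was below. The order at 0.1 ppm turned in fits of the 2 groups alone (50 in the villus against 3 in the crypt). At day 91 each villus count was above that of the crypt in the fit of all libraries, but in fits of the 2 groups alone the crypt had more at 60 ppm (5030 against 3534) and at 180 ppm (2352 against 2070), and in separate fits for each compartment and day as well (5898 against 3614 and 4197 against 3240). In the villus at day 8, a separate fit for each compartment and day gave 7 genes at 1.4 ppm and 1 at 5 ppm. The crypt had 4 genes at 5 ppm and day 8 in the fit of all libraries, so the order at that dose may not hold across fits. Villus libraries at 5, 20, and 180 ppm and day 8 numbered 4 per group.

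**Figure D2:**
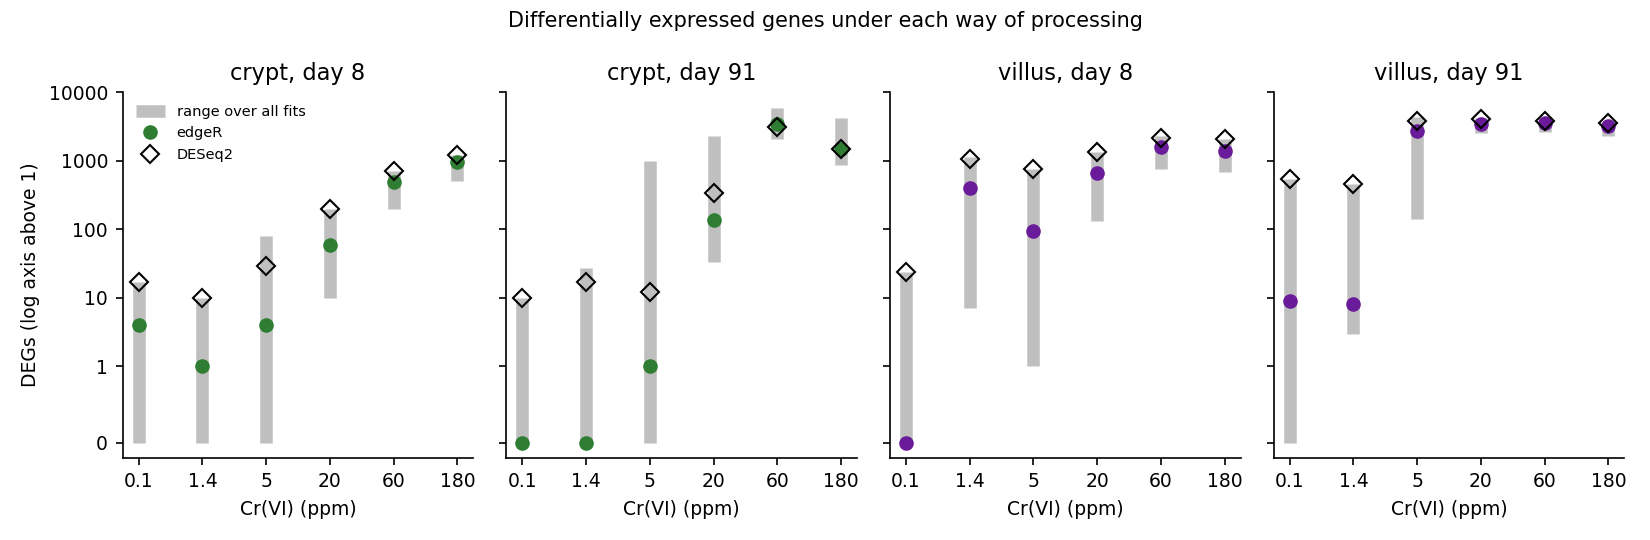
Number of DEGs at each Cr(VI) concentration by compartment and day. Filled circles show the edgeR fit, open diamonds DESeq2, and gray bars the range over all fits, including those that left out 1 replicate at a time. The vertical axis is logarithmic above 1.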

Many DEGs that were specific to the villi appear to be related to a cellular stress response (discussed further in Enrichment Analysis of Individual Dose Groups section below). For example, the dual oxidase 2 (*Duox2*) gene, which can be induced by pathologic changes such as inflammation (Burgueno *et al.*, 2019), was significantly increased in the villi at day 91 at all concentrations except for 1.4 ppm relative to the time-matched controls, while *Duox2* was unchanged in crypts at day 91 at any concentration. 

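*Duox2* (chromosome 2, 122279247 to 122298449) had 0 counts in the 4 untreated villi of day 91 and in the 5 villi at 1.4 ppm. Relative to the limit of 3 counts, it was at least 9.38-fold higher at 0.1 ppm, where 2 of 5 libraries were above that limit, and at least 7.23-fold higher at 5 ppm. At 20, 60, and 180 ppm it was at least 3.39-, 5.10-, and 3.37-fold higher. The edgeR adjusted p values at 0.1, 5, 20, 60, and 180 ppm were 0.44, 0.107, 0.293, 0.141, and 0.311. DESeq2 called all 5 of these doses. In crypts at day 91 the smallest adjusted p over the 6 doses was 0.331 at 60 ppm. At 60 ppm and day 8, *Duox2* was higher in the crypt by 3.07 on the log2 scale and in the villus by 3.35 (edgeR adjusted p = 0.0362 and 0.0156).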

The total number of DEGs in each compartment generally followed a dose- and time-responsive increase, the possible exception being villi at day 91. Although there is a time component, the number of DEGs in the villi plateaued at approximately 3000 at ≥ 5 ppm (Figure 4).

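From 5 to 180 ppm, the count of DEGs in the villus at day 91 lay between 2661 and 3584. Fits of the 2 groups alone gave 1286, 2587, 3534, and 2070, and at each of these doses 1 of 100 random splits, the real one, gave as many. The untreated libraries of this set were shallower and had fewer probes detected. The number of probes detected at equal depth as a covariate gave 286 genes at 5 ppm, 1691 at 20 ppm, 2070 at 60 ppm, and 2060 at 180 ppm. Thinning of every library to the smallest total gave 3703 at 180 ppm. Scaling shifted the median log2 fold of all probes by 0.43, 0.33, 0.23, and 0.11 at 5, 20, 60, and 180 ppm with TMM, and by 0.26 at 5 ppm and 0 at the rest with DESeq2's size factors. Higher expression made up 69.3%, 69.2%, 66.1%, and 64.6% of the genes with TMM and 51.6%, 42.8%, 37.5%, and 42.2% with those size factors, so most were higher under the one and lower under the other at 20 ppm and above. Of the 2872 probes called at 5 ppm, 399 had 0 counts in all 4 untreated libraries.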

**Figure 4.**
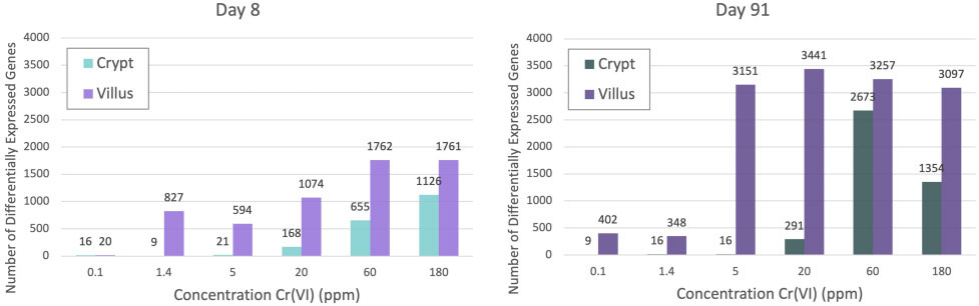
Bar charts showing the number of differentially expressed genes per treatment group in each tissue compartment at days 8 and 91.

**Table 2.** Number of Significantly DEGs^*a*^ in Each Group

		Drinking Water Concentration, ppm Cr(VI)					
		0.1	1.4	5	20	60	180
		C(VI) dose, mg/kg bw/day^*b*^					
		0.02–0.03	0.3–0.4	1.1–1.2	4.6–4.9	11.6–13.1	30.4–31.0
Crypt	Day 8	16	9	21	168	655	1126
	Day 91	9	16	16	291	2673	1354
Villus	Day 8	20	827	594	1074	1762	1761
	Day 91	402	348	3151	3441	3257	3097

a Defined by comparison to control mice at the same timepoint with BH-adjusted *p* value < .1 (ie, FDR <10%).

b mg/kg bw/day shown in ranges to represent the estimated Cr(VI) dose across the 2 timepoints (see Table 1).

**Table 3.** Number of Significantly Dose-Responsive Probes and Genes for Each Tissue Compartment and Timepoint

		Day 8	Day 91
Crypt	Probes	3135	5212
	Genes	2556	4714
Villus	Probes	2329	4724
	Genes	2085	4040

**Table 4.** Top 5 Most Significantly Enriched Gene Sets by Functional Classification Within BMD Analysis (Defined by Lowest *p* Value From Fisher’s Exact Two-Tail Test Using Significantly Dose-Responsive Genes as Determined by BMDExpress) for Each Tissue Compartment at Each Timepoint

GO/Pathway/Gene Set/Gene Name	Fisher’s Exact 2- Tailed	BMD Median (mg/kg bw/day)
Crypt—day 8		
Metabolism of RNA	8.58E-19	16.59
mRNA splicing—major pathway	4.98E-15	16.72
mRNA splicing	2.66E-14	16.72
Processing of Capped Intron-Containing Pre-mRNA	4.22E-13	16.59
Metabolism	1.05E-12	16.38
Crypt—day 91		
Metabolism of RNA	1.26E-30	8.53
Signaling by GPCR	2.73E-27	7.04
GPCR downstream signaling	9.50E-27	7.57
G alpha (s) signaling events	1.49E-22	14.43
Olfactory Signaling Pathway	2.51E-21	18.85
Villus—day 8		
Translation	2.97E-17	13.84
GTP hydrolysis and joining of the 60S ribosomal subunit	3.80E-13	10.64
Eukaryotic translation initiation	5.02E-13	9.91
Cap-dependent translation initiation	5.02E-13	9.91
SRP-dependent cotranslational protein targeting to membrane	1.05E-12	11.67
Villus—day 91		
G alpha (s) signaling events	1.76E-25	7.21
Olfactory signaling pathway	1.49E-22	20.54
GPCR downstream signaling	4.69E-17	2.92
Signaling by GPCR	8.57E-17	3.22
Metabolism of RNA	2.10E-14	3.10

In addition to differences in the number of genes that were differentially expressed across Cr(VI) concentrations and tissue between compartments, the profile of the individual DEGs was also compared between groups to understand the overlap (and lack thereof) of DEGs between the compartments. At 180 ppm Cr(VI), the DEGs within the crypts at days 8 and 91 had a high degree of overlap, as well as similarity in the magnitude of fold change, as evidenced by the proportionality of the black points in the upper left corner of Figure 5. 

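The crypt DEGs at 180 ppm numbered 957 at day 8 and 1489 at day 91 and shared 397 genes, 41.5% of the smaller list, with 560 found only at day 8 and 1092 only at day 91 (Fisher's exact p = 3.75e-275, two-sided). Among 466 shared probes, 2 changed in opposite directions. Across these probes, which are not independent replicates, the log2 folds of the days had a Pearson r of 0.915 and a Spearman rho of 0.916. Across the 2333 probes called at either day, r was 0.550 and rho 0.708. The interaction of 180 ppm with day in the crypt passed for 29 genes, 26 with a positive change and 3 with a negative one (89.7% positive, and 66.7% of 9 genes with DESeq2's size factors in edgeR). A fit of these libraries alone gave 24 such genes, and 19 of 100 random splits of mice between days gave at least as many. DESeq2 moved the overlap to 620 genes.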

In the villus compartment, however, there were many more DEGs that were exclusive to one timepoint or the other (dark vs light purple points in lower right corner of Figure 5) or that were significantly altered in the opposite direction (cross pattern of black points in the lower right corner of Figure 5) at each timepoint, demonstrating that time was a more influential factor in the villi versus the crypts. 

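The paper concludes from the DEGs found at 1 timepoint only, and from those of opposite direction, in Figure 5 that time mattered more in the villus than in the crypt. In villi at 180 ppm, 742 genes were called at both days (53.4% of the smaller list), 647 only at day 8, and 2434 only at day 91. Opposite directions were found for 17 of 866 shared probes. Pearson r across shared probes was 0.824, and 0.407 across the 4358 probes called at either day (Spearman rho 0.879 and 0.543). The interaction of 180 ppm with day passed for 247 genes in the villus, 213 with a positive change and 34 with a negative one, 86.2% positive. DESeq2's size factors in edgeR made that 61.7% of 133 genes and brought the median log2 change of all probes from 0.43 to 0.20. In a fit of these libraries alone it passed for 46 genes, a count that 7 of 100 random splits of mice between days reached. Whether the interaction with day itself differed between crypt and villus was not tested.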

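Crypts and villi at 180 ppm and day 8 had 388 DEGs in common, 40.5% of the crypt list, with 569 called in the crypt only and 1001 in the villus only. Of 464 shared probes, 1 had opposite directions. The exposure effect differed between compartments, as an interaction, for 1 gene, *Plin2* (log2 difference 1.89, SE 0.354; edgeR adjusted p = 0.0102), named after its value was seen. With the mouse as a block 170 genes passed, 85 in each direction. By chance alone, 0.794% of probes in crypts and 1.59% in villi would have exposed and untreated libraries that do not overlap, and 3.22% and 3.50% did so.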

Among the different compartments, there was a strong compartment difference in DEGs at day 8 as evidenced by the large number of green and purple points (middle left square in Figure 5). At day 91 there was significant overlap in DEGs (black points) in crypts and villi and, of course, many more significantly altered genes in the villi (purple points in Figure 5).

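At day 91, 995 genes were called in both crypts and villi at 180 ppm, 66.8% of the crypt list, with 494 in the crypt only and 2181 in the villus only. Of 1144 shared probes, 2 had opposite directions. Across these probes Pearson r was 0.928, and across the 4217 probes called in either compartment it was 0.499. The effect of 180 ppm differed between compartments for 56 genes, 51 with a positive difference and 5 with a negative one. A fit of the mice with libraries of both compartments gave 33 genes, and 1 of 100 random splits, the real one, reached that. The block of mouse moved this to 195 genes (177 and 18), and DESeq2 to 196 (165 and 31). Exposed and untreated libraries did not overlap for 6.50% of probes in crypts and 8.47% in villi.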

**Figure 5.**
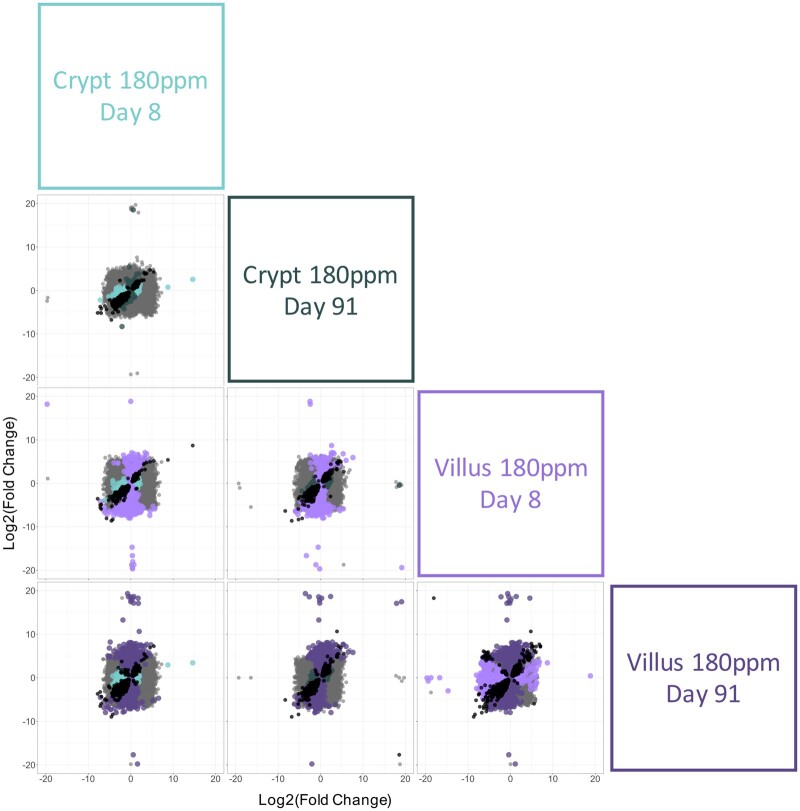
Comparison of differentially expressed genes (DEGs) associated with exposure to 180 ppm hexavalent chromium in the crypt and villus. The fold change (exposed/control) in mRNA level for all genes are plotted on the *x*- and *y*-axes according to the labels in the boxes on the right side of the matrix. Significant DEGs (relative to controls) are shown in different colors by tissue compartment type (green for crypt, purple for villus). All of the genes that were significantly differentially expressed (relative to controls) by both treatments in a given comparison are represented by black points in each plot. All genes that were not significantly differentially expressed in either treatment group are represented by gray points.

#### Benchmark Dose Modeling of Gene Expression Data

The dose-response across all individual probes was analyzed using BMD modeling. The many dose groups used in this study enabled an especially informative assessment of dose-responsive, cell type-specific transcriptomic changes. A total of 19 419 probes across the four groups (crypt and villus at days 8 and 91) were included for BMD modeling following the prefilter step (Williams Trend test *p* value < .05) of the normalized data from DESeq2 for all probes. 

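Counts scaled by DESeq2's size factors were modeled for 29467 probes in the crypt at day 8, 29731 at day 91, 28780 in the villus at day 8, and 29582 at day 91. Of these, 3709, 7597, 3283, and 6252 passed the Williams trend test at p under 0.05 (p values from 200000 Monte Carlo draws), 20841 in all. With shuffled dose groups, a test chosen after the result was seen, medians of 1312, 1323, 1532, and 1365 probes passed, and 1, 1, 1, and 2 of 100 shuffles including the real order reached the real number. Adjusting the Williams p for the number of probes moved the total to 11097. In simulated data with 200 of 5000 probes changed with dose, 175 were recovered, and 4.83% of the 4800 unchanged ones passed the trend test.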

Among those that passed the prefilter step, 15 400 were significantly dose-responsive, as determined by a winning model fit *p* value ≥ .1 (Supplementary Table 3). 

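A model with a goodness-of-fit p of at least 0.1 was found for 3191 probes in the crypt at day 8, 5568 at day 91, 2819 in the villus at day 8, and 4578 at day 91, together 16156. Increases with dose made up 1792, 2675, 1510, and 2120 of them, and decreases 1399, 2893, 1309, and 2458. These directions depended on the scale, as TMM CPM gave 3251 increases and 2320 decreases in the crypt at day 91 and 3233 and 1612 in the villus at day 91, and log2 of the normalized counts gave 1560 and 1700 in the crypt at day 8, 1257 and 1598 in the villus at day 8, and 2607 and 1967 in the villus at day 91. Mean normalized counts under 10 were found for 22.2%, 16.3%, 31.0%, and 12.5% of these probes. The models were fitted with code written for this purpose and not with BMDExpress.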

When probes were collapsed to individual genes, a total of 13 395 genes were significantly dose-responsive (Table 3 and Figure 6A). 

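Collapsed to genes, 2849 were dose-responsive in the crypt at day 8, 4867 in the crypt at day 91, 2594 in the villus at day 8, and 3991 in the villus at day 91, a sum of 14301.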

Of these, 8409 were nonredundant. 

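Counted once over the 4 groups, 9002 genes were dose-responsive. That number was 4941 with the adjusted Williams p and ran from 8142 to 8994 with 1 replicate left out at a time.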

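The median BMD over dose-responsive probes in the crypt was 8.01 mg/kg bw/day at day 8 (quartiles 2.00 and 19.7) and 3.74 at day 91 (1.66 and 9.53). With 1 replicate left out at a time, the medians ran from 6.38 to 10.6 at day 8 and from 3.02 to 3.89 at day 91. Probes with a BMD under 5 mg/kg bw/day made up 38.0% at day 8 and 57.0% at day 91. The adjusted Williams p moved the median at day 8 to 4.71. Single BMDs from 5 libraries per dose have wide uncertainty, which was not computed here.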

As shown in Figure 6B, there tended to be more genes/probes with high BMD values at day 8 than day 91 as evidenced by the large leftward shift in accumulation plots from days 8 to 91. Within a given timepoint, more genes/probes had higher BMD values in the crypts than villi, as evidenced by the different heights of the accumulation curves, as well as the leftward shift in the day 91 villus accumulation plot relative to the day 91 crypt accumulation plot (Figure 6B).

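Villi had a median BMD of 4.70 mg/kg bw/day at day 8 (quartiles 0.734 and 16.9) and 0.981 at day 91 (0.415 and 3.72). Shares under 5 mg/kg bw/day were 49.2% at day 8 and 74.5% at day 91. At day 8 the median in villi ran from 3.09 to 7.58 with 1 replicate left out at a time, a range that overlaps that of the crypt. At day 91 it ran from 0.895 to 0.981. That narrow range does not cover the uneven detection of probes in this set. Medians of 13986.5 probes were detected in untreated villi of day 91 and 19415 at 5 ppm. With the probes detected at equal depth as a covariate, the DEGs at 5 ppm went from 2661 to 286. The BMDs were not fitted with that covariate, which is bound up with exposure.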

**Figure 6.**
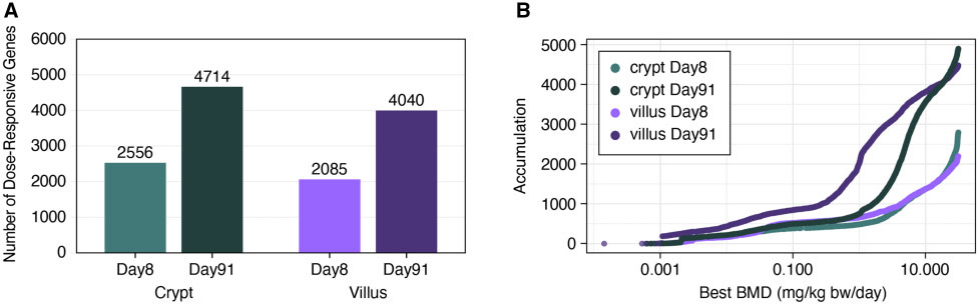
A, Number of significantly dose-responsive genes (fit *p* value ≥ .1) per tissue compartment and timepoint. B, Accumulation plot of best benchmark doses among significantly dose-responsive probes.

#### Functional Classification of Dose-Responsive Genes

Functional classification (ie, enrichment of signaling pathways) of the dose-responsive genes was analyzed and visualized within the BMDExpress software. 

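Splicing factors, 1 of 16 families of genes fixed by name, rose with dose in the crypt at day 91 when their mean z score in each library was compared with dose (n = 35 libraries; Spearman rho 0.75, Pearson r 0.714, and 0.640 without the 2 farthest libraries). Permutation p was 2e-05, and 0.00013 after adjustment over the 64 tests of 16 families in 4 sets. The correlation was 0.68 in the crypt at day 8, 0.47 in the villus at day 8, and 0.83 in the villus at day 91, with adjusted permutation p values of 0.00011, 0.014, and 0.00011. Receptors coupled to G-proteins were represented by the olfactory receptors, with rho between -0.40 and 0.33 (adjusted permutation p = 0.045 and 0.086) and Pearson r between -0.124 and 0.0671. Of the 64 trends, 40 passed, 26 rising and 14 falling, and over the alternatives from 36 to 46 passed.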

The top-most significantly enriched gene sets among dose-responsive genes were related to RNA metabolism, splicing, and signaling involving G-protein coupled receptors (GPCR), which was evident in both tissue compartments at both time points, with the topmost statistically significant enrichment of these gene sets being observed in the crypt at day 91 (Table 4). The enrichment of these transcriptional signaling gene sets was driven by upregulated genes within the gene sets, and was more significant at day 91 than at day 8 (ie, lower adjusted *p* value according to Fisher’s Two-Tailed test). The enrichment of these gene sets demonstrates a nonspecific stress response, with these gene sets being related to a variety of other signaling pathways or changes in gene expression. The significantly enriched gene sets with the lowest median BMD values were in the villus at day 91 and included: Sialic acid metabolism (downregulated genes, 0.16 mg/kg bw/day), HDMs [histone demethylases] demethylate histones (upregulated genes, 0.62 mg/kg bw/day) and Drug-mediated inhibition of ERBB2 signaling (downregulated genes, 0.67 mg/kg bw/day; Table 5).

**Table 5.** Gene Sets With the Lowest 5 BMD Median Values Among the Significantly Enriched Gene Sets by Functional Classification Within BMD Analysis (Defined by *p* Value < .1 From Fisher’s Exact Two-Tailed Test Considering Significantly Dose-Responsive Genes as Determined by BMDExpress) for Each Tissue Compartment at Each Timepoint Sialic acid metabolism

GO/Pathway/Gene Set/Gene Name	Fisher’s Exact 2-Tailed	BMD Median (mg/kg bw/day)
Crypt—day 8		
Eukaryotic Translation Elongation	0.09	1.74
Chylomicron clearance	0.09	2.51
Biosynthesis of maresins	0.003	3.05
Mitochondrial translation elongation	0.06	3.21
Mitochondrial translation termination	0.07	3.21
Crypt—day 91		
Chemokine receptors bind chemokines	1.31E-04	1.60
Utilization of ketone bodies	0.05	2.65
PERK [protein kinase R (PKR)-like endoplasmic reticulum kinase] regulates gene expression	0.02	2.75
OAS [oligoadenylate synthetase] antiviral response	0.01	2.78
Glutathione conjugation	0.08	2.92
Villus—day 8		
Pyrimidine catabolism	0.04	1.34
Butyrophilin family interactions	0.09	1.95
Gluconeogenesis	0.04	2.64
Nucleotide salvage	0.005	2.89
Eukaryotic Translation Elongation	0.004	2.95
Villus—day 91		
0.08	0.16	
HDMs demethylate histones	0.01	0.62
Drug-mediated inhibition of ERBB2 signaling	0.01	0.67
Nonhomologous end-joining	0.002	0.67
DDX58/IFIH1-mediated induction of interferon-alpha/beta	0.06	0.67

The BMD results demonstrated a prominent increase in the expression of genes related to cell cycle. 

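Genes of the mitotic cell cycle rose with dose in crypts at day 8 (n = 36 libraries; Spearman rho 0.54, permutation p = 0.0008, adjusted p = 0.0019) and at day 91 (n = 35; rho 0.64, permutation p = 0.00011, adjusted p = 0.00044). Pearson r was 0.464 and 0.541, and 0.590 and 0.425 without the 2 farthest libraries. Those 2 libraries of each day were at 180 ppm and were picked by dose alone. The mean z score went from 0.414 ± 0.385 in untreated crypts to 0.864 ± 0.286 at 180 ppm at day 8, and from 0.404 ± 0.208 to 0.836 ± 0.230 at day 91. The untreated mean at day 8 was lowered by the crypt library of mouse 49, at -0.268, with the others at 0.529 to 0.668. The compartment markers of that library were near those of the villus library of the same mouse.

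**Figure D3:**
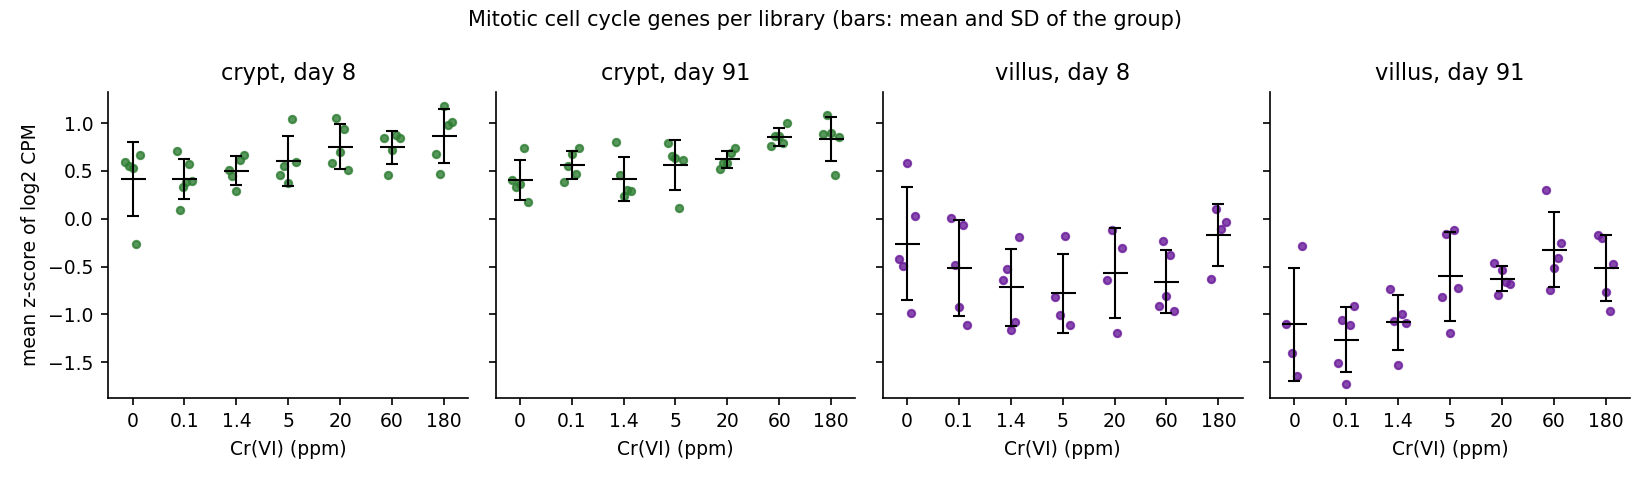
Mean z score of the mitotic cell cycle genes in each library by Cr(VI) concentration, compartment, and day. Each point is 1 library, and bars show the mean and SD of the group.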

For example, several gene sets related to cell cycle were significantly enriched in the crypt samples at day 91, including “Cell Cycle,” “Cell Cycle, Mitotic,” and “Mitotic G1 phase and G1/S transition” (median BMDs ranging from 6.03 to 10.09 mg Cr(VI)/kg bw/day, which corresponds to a concentration between 20 and 60 ppm Cr(VI)) (Figure 7 and Supplementary Table 4). The enrichment of these gene sets related to cell cycle was a prominent signal among dose-responsive genes for the crypt, with such gene sets representing some of the most statistically significantly enriched. 

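DNA replication genes in crypts had a Spearman rho with dose of 0.59 at day 8 and 0.68 at day 91 (permutation p = 0.00025 and 3e-05; adjusted p = 0.00086 and 0.00015). Pearson r was 0.321 at day 8 and 0.634 at day 91, and 0.487 and 0.544 without the 2 farthest libraries.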

There was less enrichment of such cell cycle-relevant gene sets in the villus, although enrichment was evident for some gene sets specific to mitosis (eg, “Regulation of mitotic cell cycle,” “Mitotic anaphase”).

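In villi the mitotic genes showed no trend at day 8 (Spearman rho 0.03, Pearson r 0.248, permutation p = 0.89) and rose at day 91 (rho 0.63, permutation p = 9e-05, adjusted p = 0.00038 over 64 tests). Pearson r at day 91 was 0.394, and 0.276 without the 2 farthest libraries. The direction at day 8 turned with the replicate left out, from -0.10 to 0.12. At day 91 the untreated villi, with fewer probes detected than the exposed ones, had a mean z score of -1.10 ± 0.591, and those at 180 ppm had -0.516 ± 0.347.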

**Figure 7.**
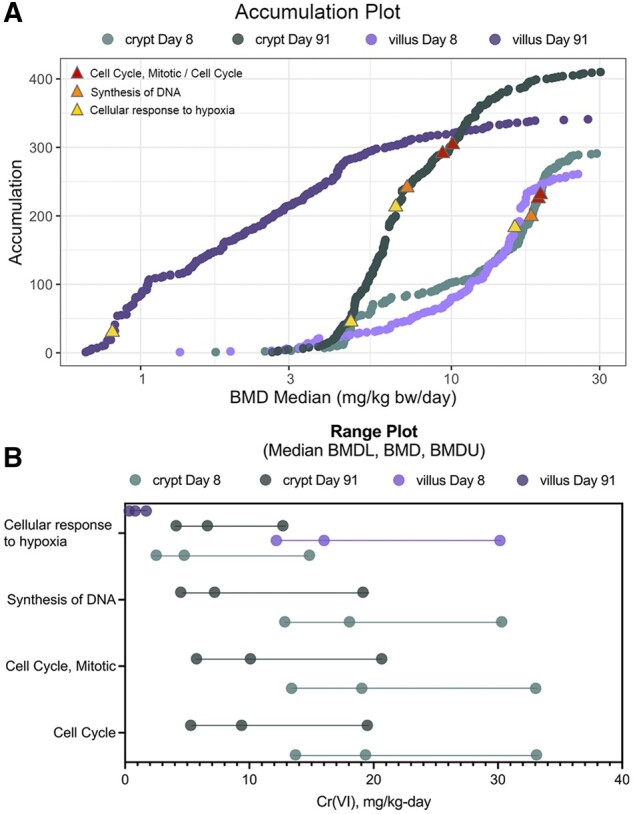
BMDExpress analysis visualizations. A, Accumulation plots for enriched pathways for all four treatment groups, with select gene sets discussed herein annotated by red, orange, and yellow triangles as indicated in the inset legend. B, Range plots for the same selected gene sets depicted by triangles in (A).

Because the role of DNA damage in the MOA for Cr(VI)-induced tumors is of interest (see Discussion section), the individual DEGs driving enrichment of gene sets related to DNA damage response and/or DNA replication at the high concentrations were investigated, as some genes in these gene sets are also related generally to cell cycle and DNA replication (eg, genes that are part of the Ubiquitin-Proteasome System; Abbas and Dutta, 2017). Genes that are known to be related to DNA damage that were significantly dose-responsive included: *Fanci* (Fanconi Anemia Complementation Group I), *Rad51* (RAD51 Recombinase), and *Tp53* (Tumor protein 53), all significantly upregulated at days 8 and 91. 

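*Fanci* (chromosome 7, 79391929 to 79450264) was higher in crypts by a log2 fold of 1.26 at 180 ppm and day 8 (SE 0.403; edgeR adjusted p = 0.0638) and by 1.54 at 60 ppm and day 91 (adjusted p = 0.00284), while 180 ppm at day 91 gave an adjusted p of 0.25. Villi at day 91 had *Fanci* higher at 60 ppm by 3.13 (edgeR adjusted p = 0.000778).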

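At day 8, crypts held 14.2 ± 6.73 CPM of *Fanci* without exposure and 35.7 ± 9.32 CPM at 180 ppm, with 29.2 ± 4.59 CPM at 5 ppm. The untreated mean of day 8 was lowered by mouse 49, at 4.06 CPM, with the rest between 13.5 and 22.9 CPM. Its Dixon's ratio of 0.677 was short of the limit of 0.71. The crypt library of that mouse had markers near those of its villus library, a limit on the rise at day 8. For *Fanci* at day 91, expression was 14.9 ± 4.03 CPM without exposure, where mouse 6 lay apart, 40.2 ± 4.91 CPM at 60 ppm, where mouse 405 lay apart, and 26.4 ± 11.9 CPM at 180 ppm. Each of these groups had n = 5 libraries.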

The dose-response for these genes in the crypt at days 8 and 91 are shown in Figure 8. Except for *Fanci* at day 8, all of these had relatively high BMDL_1SD_ values. 

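Lower limits of the BMDs were not computed here. The crypt BMD of *Fanci* itself was 0.530 mg/kg bw/day at day 8 (exponential 4 model, chi-square fit p = 0.163) and 2.82 at day 91 (polynomial 2, chi-square fit p = 0.863). These fit p values are chi-square goodness-of-fit values over the 7 dose groups. The fit of day 8 included the low untreated value of mouse 49.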

Functionally, *Tp53*, which is responsive to diverse cellular stresses and can induce cell cycle arrest, apoptosis, senescence, DNA repair, and/or changes in metabolism, is related to cell cycle changes both dependent and independent of DNA damage. At day 91, the gene sets “Cell cycle checkpoints” and “G1/S DNA Damage Checkpoints” were both highly significantly enriched among dose-responsive genes, including *Trp53* (Supplementary Table 4). *Rad51* is similarly related to cell proliferation, is upregulated in proliferating cells, and is presumably involved in DNA repair that is related to DNA replication (Yamamoto *et al.*, 1996). 

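*Hif1a* (chromosome 12, 73901375 to 73947530) in crypts reached a log2 fold of at most 0.54 at day 8 and 0.65 at day 91, with smallest edgeR adjusted p values over the 6 doses of 0.531 and 0.132. Unadjusted p was under 0.05 at 1 dose at day 8 and 2 doses at day 91. Over all doses, crypt *Hif1a* passed the Williams test at day 91 (Monte Carlo p = 0.00944, n = 35 libraries), with a BMD of 16.3 mg/kg bw/day from a linear model (goodness-of-fit p = 0.794), and not at day 8 (Monte Carlo p = 0.175, n = 36 libraries). In villi at day 8 it was higher at 20, 60, and 180 ppm, by 0.99, 1.00, and 1.04 (edgeR adjusted p = 0.0552, 0.0149, and 0.0158), and all 6 doses had an unadjusted p under 0.05. Villus *Hif1a* at day 91 was higher at 20, 60, and 180 ppm, by 1.54, 1.18, and 1.38 (edgeR adjusted p = 5.82e-05, 0.00219, and 0.000293). At 0.1 ppm and day 91 its log2 fold was 0.11, and it turned to -0.02 with DESeq2's size factors in edgeR.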

The Fanconi anemia pathway is activated by hypoxic stress (Scanlon and Glazer, 2014), which aligns with the upregulation of markers of hypoxic stress (eg, significant increase in the hypoxia-inducible factor-alpha [*Hif1-a*] gene in the crypt at high concentrations, and in the villus at nearly all concentrations of Cr(VI) (Supplementary Table 2). Gene sets related to hypoxic stress and Hif1-a signaling were enriched in the crypts among dose-responsive genes: “Regulation of gene expression by Hypoxia-inducible Factor” (median BMD 10.94 mg/kg bw/day) and “Cellular response to hypoxia” (median BMD 6.62 mg/kg bw/day) at day 91. “Cellular response to hypoxia” was not enriched in the crypt at day 8, whereas this gene set was enriched in the villus at day 8 (median BMD 16.01 mg/kg bw/day), but not at day 91. Hypoxic stress has been previously observed in the small intestine of mice orally exposed to Cr(VI), including at the gene expression level (Chappell *et al.*, 2019).

Overall, BMD modeling demonstrated upregulation of nonspecific transcriptional and translational signaling in both tissue compartments, with a stronger (more significant) signal at day 91 compared with day 8. Upregulation of gene sets related to cell cycle signaling was the next most prominent theme among dose-responsive genes, in the crypt. A more subtle increase in cell cycle signaling was evident in the villus.

#### Enrichment Analysis of Individual Dose Groups

Although the BMD modeling offered valuable information regarding the biology of dose-responsive transcriptional changes, GSEA was also conducted for each treatment group relative to controls. As described in the Materials and Methods section, pathway analysis was conducted using the GSEA platform made available by the Broad Institute as well as by the simpler hypergeometric test. The top-most significantly enriched pathways were similar across the two methods and were also similar to gene sets described previously using BMD modeling (Supplementary Tables 5 and 6). In agreement with the BMD results, the transcriptomic response at the gene set level occurs at lower concentrations of Cr(VI) in the villi than in the crypts (using either method for gene set enrichment). In fact, the small number of DEGs in the crypt at ≤ 20 ppm at days 8 and 91 precluded pathway enrichment analysis using the hypergeometric test (ie, no gene sets were enriched by this method). The genes that were differentially expressed at low concentrations were related to growth response induced by mitogenic stimulation (*Egr3*, up), response to inflammation and tissue injury (*Saa1*, down), pancreatic-related genes (*Reg2*, expressed specifically in the small intestine, down; *Ppy*, down), production of the mucous barrier in the gut lumen (*Muc6*, down), cell adhesion and signal transduction (*Ctnnd1*, down), intestinal bile acid uptake (*Slc10a2*, down), phosphate transport (*Slc34a2*, up), iodide and monocarboxylate transport (*Slc5a8*, up), and immunoglobulins and T-cell receptor enhancers (both directions). 

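None of the genes named for low doses passed in crypts at 0.1, 1.4, or 5 ppm and day 91. At day 91, *Egr3* (chromosome 14, 70077203 to 70082614) had 0 counts in the 5 untreated crypts, at most 13 counts at 0.1 ppm, 10 at 1.4 ppm, and 20 at 5 ppm. Relative to the limit of 3 counts, *Egr3* was at least 2.55-fold higher at 5 ppm, with 4 of 5 libraries above the limit. *Saa1* (chromosome 7, 46740497 to 46742980) had 0 counts in 4 untreated crypts and 7 in the other, 0 in all 5 at 1.4 ppm, and from 1 to 14 at 5 ppm. *Reg2* (chromosome 6, 78395623 to 78408106) was at or under 3 counts in all untreated crypts and at 0 at 1.4 and 5 ppm, so no fold is given. *Ppy* (chromosome 11, 102099930 to 102101319) had 32 and 10 counts in 2 untreated crypts and 0 in the other 3, and at 1.4 ppm it had 0 in all. *Muc6* (chromosome 7, 141633456 to 141655319) had 9 counts at most without exposure and 10 at 5 ppm. *Slc10a2* (chromosome 8, 5083219 to 5105351) had 13 counts at most without exposure at day 91 and 30 at 0.1 ppm. At day 8, *Slc10a2* was at least 4.08-fold lower at 0.1 ppm and at least 4.33-fold lower at 5 ppm, with 4 of 5 untreated crypts above the limit. Neither fall passed (edgeR adjusted p = 0.858 and 0.653). *Slc34a2* (chromosome 5, 53038081 to 53071664) had 0 counts without exposure and exceeded 3 counts in 1 library at 0.1 ppm and 1 at 1.4 ppm. *Slc5a8* (chromosome 10, 88885992 to 88929515) had 0 counts without exposure and was at least 2.58-fold higher at 5 ppm, with 3 of 5 libraries above the limit. *Ctnnd1* (chromosome 2, 84600071 to 84650765) was lower at 5 ppm and day 8 (edgeR adjusted p = 0.0844), and DESeq2 called 5 of the 6 doses lower at day 8. Over the 71 crypt libraries, *Ppy* and *Reg2* followed pancreatic acinar transcripts (Spearman rho 0.40 and 0.56, Pearson r 0.292 and 0.478, and 0.281 and 0.468 without the 2 farthest libraries; adjusted permutation p = 0.00068 and 1.4e-05 over 7 correlations), and *Muc6* those of Brunner's glands (rho 0.28, r 0.537 and 0.176; adjusted permutation p = 0.018).

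**Figure D4:**
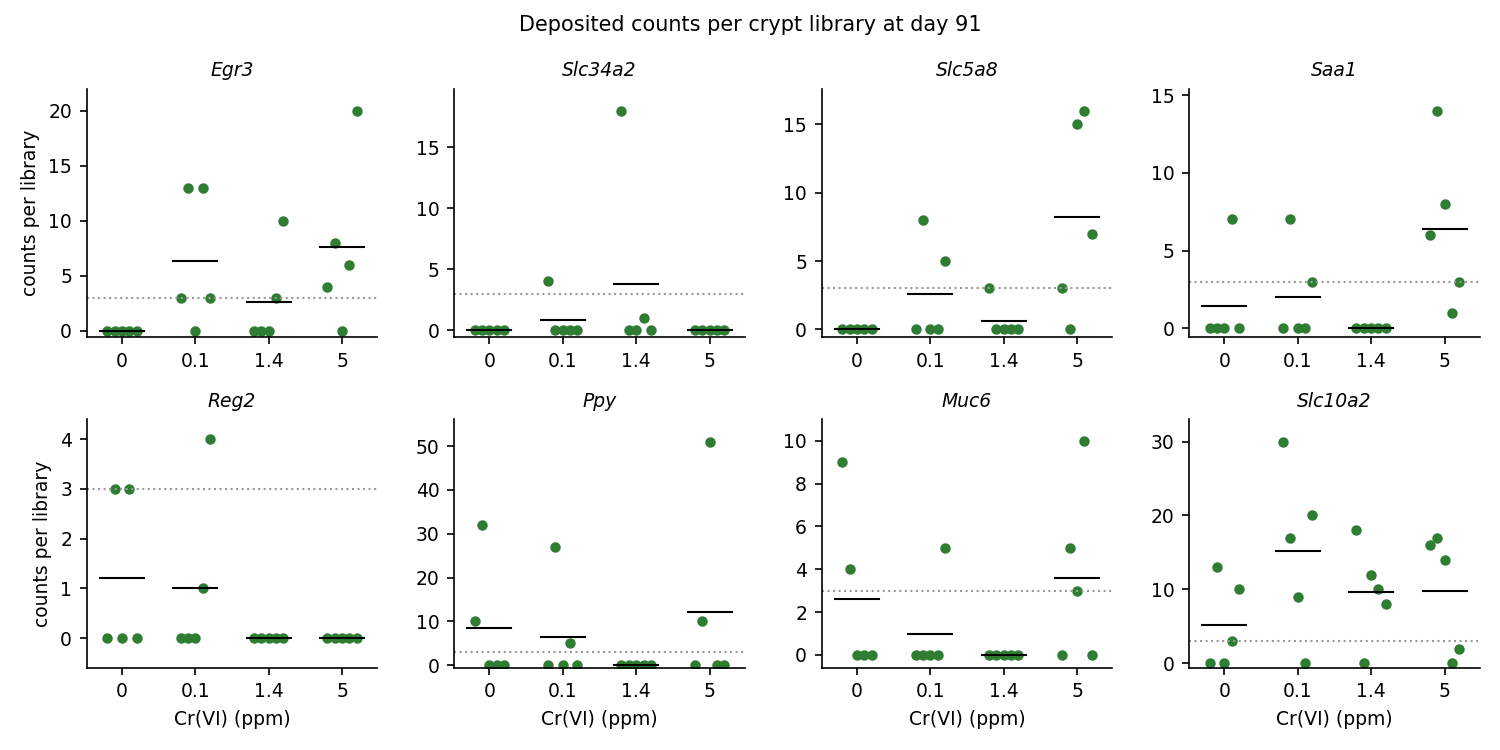
Deposited counts of 8 genes in each crypt library at day 91 at 0, 0.1, 1.4, and 5 ppm Cr(VI). Lines show group means of 5 libraries, and the dotted line marks 3 counts.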

Notably, all of these genes have generally very low expression independent of treatment, and did not pass the prefiltering step in the BMD modeling analysis—suggesting an absence of dose-response in the low and high dose regions. 

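Mean normalized counts over the 35 crypt libraries of day 91 were 3.08 for *Egr3*, 2.14 for *Saa1*, 0.592 for *Reg2*, 4.38 for *Ppy*, 5.28 for *Muc6*, 6.75 for *Slc10a2*, 0.664 for *Slc34a2*, and 1.82 for *Slc5a8*. The Williams p values in the same order were 0.154, 0.253, 0.610, 0.342, 0.491, 0.615, 0.719, and 0.197, from Monte Carlo draws.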

A notable exception was *Ctnnd1*, which had relatively high average expression, was elevated at ≥ 60 ppm, and was dose-responsive in the crypt at 90 days exhibiting a BMD of 3.51 mg/kg bw/day or between 5 and 20 ppm (see Table 1) (Fit *p* value = 0.52, Polynomial 2 model).

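*Ctnnd1* had 1598 ± 297 CPM in untreated crypts at day 91, 2896 ± 643 CPM at 60 ppm, and 2122 ± 572 CPM at 180 ppm. Its log2 fold was 0.95 at 60 ppm (SE 0.219; edgeR adjusted p = 0.000854) and 0.44 at 180 ppm (adjusted p = 0.307). The Williams p was 0.0121 (n = 35 libraries), and the polynomial 3 model was chosen with a BMD of 5.72 mg/kg bw/day (fit p = 0.515). Log2 of the normalized counts moved the BMD to 3.19 with the polynomial 2 model, and TMM CPM gave 4.79. When doses were entered in ppm, the polynomial 2 model was chosen with a BMD of 15.9 ppm (chi-square fit p = 0.461). With 1 replicate left out at a time it ran from 3.10 to 6.92.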

It was of particular interest to examine the pathway enrichment at 0.1, 1.5, and 5 ppm Cr(VI) in the crypt to understand if the low number of DEGs in these dose groups converged in any signaling pathways or functional processes. The small number of gene changes resulted in a complete lack of enrichment by the hypergeometric analysis. Using the GSEA method, which allows for a broader view of enrichment by accounting for relatively subtle expression changes, gene sets related to zinc homeostasis, translation, ribosome, and response to metal ions were downregulated, and gene sets related to immune and inflammatory response (eg, interferon signaling) were upregulated Supplementary Table 5. 

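Families were also tested in each dose group against all other genes with camera, 384 tests in all, with the correlation among a family's genes estimated from the data. At or below 5 ppm, 0 families passed in either compartment, and 3 had an unadjusted p under 0.05. In crypts at 0.1, 1.4, and 5 ppm, metallothioneins and zinc transporters had median log2 folds of -0.05, -0.09, and -0.24 at day 8 and -0.01, 0.07, and 0.06 at day 91, with a smallest camera adjusted p of 0.507. At 1.4 and 5 ppm and day 91 that direction turned with DESeq2 and with thinned counts. Ribosomal proteins had medians of 0.15, 0.19, and 0.19 at day 8 and 0.04, -0.13, and 0.08 at day 91 (smallest camera adjusted p = 0.672), and at 0.1 and 5 ppm and day 91 DESeq2's size factors turned the sign. Genes of the interferon response had medians of 0.26, 0.19, and 0.21 at day 91 (camera adjusted p = 0.824, 0.844, and 0.960). A preset correlation of 0.01 moved the number of results past the threshold from 22 to 135, and separate fits for each compartment and day left 0.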

Beginning at 5 ppm, gene sets related to DNA replication were significantly enriched (up direction; GSEA method).

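At 5 ppm and day 8, 42 of 47 DNA replication genes had higher expression in crypts, with a median log2 fold of 0.28 (camera p = 0.0272 in the fit of n = 137 libraries, adjusted p = 0.243). At 20, 60, and 180 ppm the medians were 0.40, 0.45, and 0.57 (camera adjusted p = 0.182, 0.123, and 0.151). At 5 ppm and day 91 the median was 0.04 with 24 genes higher and 23 lower, and it turned negative when counts were thinned.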

At 20 ppm, the modest number of DEGs in the crypt resulted in only 34 gene sets enriched by the hypergeometric test (adjusted *p* value < .1), which were all in the down direction (Supplementary Table 6). These gene sets included xenobiotic metabolism, proteasome degradation, nuclear receptors, and antigen processing. At ≥ 60 ppm Cr(VI), gene sets related to nuclear receptors, fatty acid metabolism, peroxisome proliferator-activated receptor signaling, P450 oxidation/xenobiotic metabolism, and glucuronidation were all enriched in a downregulation direction. 

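Cytochrome P450 genes in crypts had median log2 folds of -1.44 at 60 ppm and -1.49 at 180 ppm at day 8 (camera adjusted p = 0.0391 and 0.0345) and of -0.78 at 180 ppm and day 91 (adjusted p = 0.0506). At 60 ppm and day 91 in crypts, 0 of the 16 families passed (smallest camera adjusted p = 0.119). Peroxisomal and PPAR lipid metabolism genes fell at day 8 by 0.59 at 60 ppm and 0.93 at 180 ppm (camera adjusted p = 0.0506 and 0.0345), and their median at 180 ppm and day 91 was -0.72 (adjusted p = 0.123). Nuclear receptors had a median of -0.45 at 180 ppm and day 8 and -0.21 at day 91 (camera adjusted p = 0.156 and 0.342). UDP-glucuronosyltransferases, a family of near-identical genes, had medians of -0.84 and -0.60 at 180 ppm at days 8 and 91 (camera adjusted p = 0.576 and 0.527).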

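Translation initiation factors had median log2 folds in crypts of 0.41 at 60 ppm and day 8 (camera adjusted p = 0.0959) and 0.55 at 180 ppm and day 91 (adjusted p = 0.0391). Splicing factors had medians of 0.38, 0.39, and 0.36 at 20, 60, and 180 ppm at day 8 (camera adjusted p = 0.0563 for each) and 0.55 at 180 ppm and day 91 (adjusted p = 0.0391). The mitotic cell cycle had medians of 0.79 and 0.69 at 180 ppm at days 8 and 91, with 42 of 46 genes higher on each day and camera adjusted p values of 0.342 and 0.639.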

Upregulated enriched gene sets were related to transcription and translation, cell cycle and DNA replication (including mitotic checkpoints), and some DNA damage response gene sets that are related to cell cycle and chromosome maintenance were also enriched at day 91.

Overall, the gene set enrichment in the crypt demonstrated an increase in transcription and translation across concentrations at day 8, and an increase in cell proliferation signaling at the high doses at both days 8 and 91. Decreases in lipid metabolism and xenobiotic metabolism, as well as in normal intestinal cell processes (ie, digestion and absorption) were evident at day 91 across all concentrations, and at days 8 and 91 at the highest concentrations.

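Over all doses in the crypt, peroxisomal and PPAR lipid metabolism genes fell with dose at day 8 (Spearman rho -0.59, Pearson r -0.681, and -0.645 without the 2 farthest libraries; permutation p = 0.00015) and at day 91 (rho -0.47, r -0.723 and -0.651; permutation p = 0.0051, adjusted p = 0.011). Cytochrome P450 genes fell at day 8 (rho -0.68, adjusted permutation p = 0.00013). At day 91 their rho was -0.30 (adjusted permutation p = 0.12) and Pearson r was -0.730. Nuclear receptors and UDP-glucuronosyltransferases fell at day 8 (rho -0.50 and -0.37, r -0.500 and -0.377, and -0.451 and -0.361 without the 2 farthest libraries; adjusted permutation p = 0.0049 and 0.044) and at day 91 had rho of -0.26 and -0.29 (adjusted permutation p = 0.18 and 0.15) and r of -0.676 and -0.637. At 0.1, 1.4, and 5 ppm and day 91, 0 of these families passed with camera. Genes of digestion and absorption were not tested as a family.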

Within the villus compartment, it was of particular interest to examine the pathway enrichment at 0.1 and 1.4 ppm Cr(VI) at day 91 prior to the approximately 10-fold increase in DEGs beginning at 5 ppm (see Figure 4). There was no significant enrichment according to the hypergeometric test for these groups, indicating that the DEGs are not constituents of signaling pathways or gene sets. 

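In villi at day 91, ribosomal proteins had a median log2 fold of 0 at 0.1 ppm, with 40 genes higher and 40 lower, and -0.22 at 1.4 ppm, with 7 higher and 70 lower (camera adjusted p = 0.979 and 0.806). Defensins, whose members are near-identical in sequence, had 6 genes higher and 17 lower at 0.1 ppm and 6 higher and 18 lower at 1.4 ppm (camera p = 0.114 and 0.0237 in the fit of n = 137 libraries; adjusted p = 0.522 and 0.216). Metallothioneins and zinc transporters had medians of -0.01 and 0.03 (camera adjusted p = 0.988 and 0.960), and the first turned with a surrogate variable and the second with DESeq2. Translation initiation factors had medians of 0.06 and 0.10. Amino acid metabolism was not tested as a family.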

According to the GSEA method (ie, not strictly limiting to DEGs), gene sets related to ribosomal processes, translation, defensins, response to metal ions, and amino acids metabolism were all enriched, driven by downregulated DEGs. With the exception of responses to metal ions, the same gene sets were not enriched at 5 ppm. 

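Ribosomal proteins in villi at day 91 had median log2 folds of 1.46 at 60 ppm and 1.45 at 180 ppm, with 79 genes higher and 2 lower, and 80 higher and 0 lower (camera adjusted p = 0.0563 and 0.0464). For translation initiation factors the medians were 0.75 at 20 ppm, 0.79 at 60 ppm, and 0.91 at 180 ppm (camera adjusted p = 0.164, 0.0464, and 0.0464). At 180 ppm and day 8, ribosomal proteins had a median of 0.89 and translation initiation factors of 0.50 (camera adjusted p = 0.0464 and 0.0563). The number of libraries was 4 in the untreated group at day 91.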

Some gene sets related to translation were enriched for upregulated genes at higher concentrations, beginning at 60 ppm, at day 91. These results suggest that the genes altered at concentrations below 5 ppm in the villus appear to have minimal relationship to the dose-responsive signal in this tissue compartment, related to Cr(VI) exposure.

Similar to the crypt samples, “Cellular Response to Hypoxia” was enriched, only at 180 ppm day 8. 

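Nuclear receptors in villi had median log2 folds of -0.28 at 60 ppm and -0.49 at 180 ppm at day 8 and of -0.01 and -0.24 at day 91 (camera adjusted p = 0.382, 0.306, 0.156, and 0.118). Cytochrome P450 genes had medians of -0.78 and -1.40 at day 8 (adjusted p = 0.181 and 0.0597) and -0.62 and -0.59 at day 91 (adjusted p = 0.0563 and 0.0391). For peroxisomal and PPAR lipid metabolism, medians at 180 ppm were -0.76 at day 8 and -0.65 at day 91 (camera adjusted p = 0.484 and 0.507). Over all doses in the villus, nuclear receptors fell with dose at days 8 and 91 (Spearman rho -0.73 and -0.44, Pearson r -0.520 and -0.709, and -0.460 and -0.703 without the 2 farthest libraries; adjusted permutation p = 0.00013 and 0.018), as did cytochrome P450 genes (rho -0.76 and -0.54, r -0.677 and -0.584, and -0.568 and -0.471; adjusted permutation p = 0.00011 and 0.0021). The rho of peroxisomal and PPAR lipid metabolism was -0.49 at day 8 and -0.27 at day 91 (r -0.550 and -0.552, and -0.440 and -0.439; adjusted permutation p = 0.01 and 0.17).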

Downregulation of nuclear receptors and metabolic gene sets was also evident at the highest 2 concentrations at both days 8 and 91 (eg, Reactome “Nuclear receptor transcription pathway,” WikiPathways “Nuclear receptors metapathway,” Reactome “Peroxisomal lipid metabolism,” and WikiPathways “Oxidation by cytochrome P450”; Supplementary Tables 5 and 6). The Reactome gene set “Cellular Response to Chemical Stress” was significantly enriched in the up direction at the highest concentrations at both days 8 and 91.

A single DNA damage gene set (Reactome “G1 S DNA damage checkpoints”) was enriched in the villus at 5, 20, and 180 ppm at day 91 according to the hypergeometric method (adjusted *p* value < .1). This gene set was also enriched according to the GSEA method, only at 180 ppm at day 8 (adjusted *p* value < 0.1). No other gene sets with “DNA damage” in the title were enriched in the villus at any timepoint or Cr(VI) concentration. 

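At 180 ppm and day 8, 39 of the 49 genes for proteasome subunits were higher in villi, with a median log2 fold of 0.47 (camera adjusted p = 0.0998). At day 91 the median at 180 ppm was 0.55, with 35 higher and 14 lower (camera adjusted p = 0.465). Spearman rho with dose was 0.58 at day 8 and 0.83 at day 91 (adjusted permutation p = 0.0015 and 0.00011), with Pearson r of 0.541 and 0.601, and 0.454 and 0.511 without the 2 farthest libraries.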

The enrichment of this gene set was due exclusively to genes encoding proteasomal subunits. In contrast to the crypts, a very minimal signal for upregulation of DNA replication or cell cycle gene sets in the villus was observed according to either enrichment method, and were exclusive to the highest concentrations and day 91, with the exception of some such gene sets enriched at the highest concentration of 180 ppm at day 8.

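DNA replication genes in villi had a median log2 fold of -0.08 at 180 ppm and day 8, 20 genes higher and 26 lower (camera adjusted p = 0.988), a direction that turned when counts were thinned. At day 91 the medians were 0.44, 0.46, 0.57, and 0.30 from 5 to 180 ppm, with a smallest camera adjusted p of 0.844. Over all doses at day 91, Spearman rho was 0.58 (adjusted permutation p = 0.0013 over 64 tests) and Pearson r 0.335, and at day 8 rho was -0.20 (adjusted permutation p = 0.31).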

Overall, the gene set enrichment in the villus demonstrated a cellular stress and damage response, including an increase in translation at higher concentrations and a decrease in defensins in the lower concentrations. In contrast to the crypt, the villus did not have a strong cellular proliferation signal (Supplementary Tables 5 and 6).

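The paper concludes from its gene set tests, Supplementary Tables 5 and 6, that villi lacked the strong proliferation signal of crypts. At 180 ppm, the mitotic cell cycle family had a median log2 fold in villi of 0.23 at day 8, with 28 genes higher and 18 lower, and of 0.63 at day 91, with 32 higher and 12 lower (camera adjusted p = 0.938 and 0.844). At 1.4 and 5 ppm and day 8 the medians were -0.77 and -0.98 (camera adjusted p = 0.746 and 0.698). Camera passed this family at none of the doses in crypts either. Whether its response differed between compartments was not tested.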

#### Comparison to Previous Microarray Results From Homogenized Duodenal Samples From the Same Study

Because transcriptomics analyses have been previously conducted on frozen duodenal tissues from animals in the same study as discussed herein, we compared the tissue compartment-specific results to gene expression results from earlier studies without separation of crypt and villus (Kopec *et al.*, 2012a; Rager *et al.*, 2017; Table 6). Similarities were apparent in the top-most enriched canonical pathways and/or individual genes across these studies, including cellular stress and injury (eg, Hif1a, Mapk, and Eif signaling), cellular proliferation, oxidative stress genes, GPCRs, lipid and oxidative metabolism, and DNA replication/DNA repair signaling. This study provides additional information regarding tissue compartment specificity (or lack thereof) of some of these signals; for example, DNA replication and repair response and Hif1a signaling were evident at a similar significance level in both compartments, whereas the cellular proliferation signaling and apoptosis were much more significant in the crypt compartment than the villus, according to functional classification following BMD modeling.

**Table 6.** Comparison in Gene Set Enrichment and Dose Responsiveness Across Transcriptomic Studies at Day 91 According to BMD Modeling Analyses

	Results From Previous Work	Results from Present Study	Phenotypic Anchoring
Cellular stress and injury	Rager *et al.* (2017): EIF2 signaling, Hif1-a signaling, mTOR signaling, MAPK signaling, Apoptosis signaling, Death receptor signaling Kopec *et al.* (2012a,b)	Crypt: Hif1a signaling, EIF2 signaling, oxidative stress, apoptosis signaling, cellular responses to stress, and response to hypoxia Villus: Hif1a signaling, EIF2 signaling, oxidative stress, response to hypoxia, and DNA Damage/Telomere Stress-Induced Senescence	Villus atrophy and blunting, crypt proliferation
Cellular proliferation	Rager *et al.* (2017): EIF2 signaling, EIF4 and p70S6K signaling, mTOR signaling, RAN signaling	Crypt: EIF2 signaling, cell cycle, mitotic cell cycle, DNA replication, and G2/M checkpoints Villus: EIF2 signaling, mitotic anaphase and metaphase, and DNA repair	Crypt hyperplasia and crypt elongation
Cancer	Rager *et al.* (2017): Molecular mechanisms of cancer		No evidence of preneoplastic or neoplastic lesions at day 8 or 91
Dose-response	Kopec *et al.* (2012a,b): Virtually no DEGs at ≤ 5 ppm Rager *et al.* (2017): No DEGs at ≤ 5 ppm	Crypt: < 20 DEGs at ≤ 20 ppm Cr(VI) Villus: sharp increase in DEGs at ≥ 5 ppm Cr(VI)	Crypt hyperplasia observed at ≥20 ppm^*a*^

a Based on reanalysis of Thompson *et al.* (2011a,b,c) in Cullen *et al.* (2016).

## DISCUSSION

Transcriptomic analyses designed to inform the MOA for mouse small intestine tumors in Cr(VI) studies have been previously conducted. In 2011, we published histopathological, dosimetry, and molecular results from a 90-day Cr(VI) drinking water study that included the same Cr(VI) concentrations as in the NTP (2008) 2-year cancer bioassay, as well as two additional lower concentrations (Thompson *et al.*, 2011b). Frozen duodenal tissues collected from animals in the aforementioned study were analyzed for transcriptomic changes using Agilent whole-genome oligonucleotide microarrays (Kopec *et al.*, 2012a,b). These data were subsequently reanalyzed and compared with select *in vitro* Cr(VI) data (Rager *et al.*, 2017). Refinements in the analysis presented herein relative to previous analyses include: (1) whole transcriptome RNA-Seq technology versus microarray hybridization techniques; (2) analysis conducted in the same tissue blocks used to assess histopathology versus across cohorts in the study, thereby improving phenotypic anchoring; (3) analysis in crypts and villi separately versus homogenized tissue, enabling a better understanding of compartment-specific effects; and (4) omission of fold-change filtering (eg, previous application of a 2-fold change minimum for individual genes criterion) for the inclusion of genes into BMD modeling and functional classification, allowing for the identification of subtle treatment effects in the intestine. These refinements further inform the MOA and provide additional insight into the potential risk that environmental/background levels of Cr(VI) pose with regard to oral cancer risk.

At a high level, the transcriptomic responses align closely with duodenal Cr levels measured in the same underlying study (Thompson *et al.*, 2011b; Figure 9). Significant increases in duodenal Cr levels measured by inductively coupled plasma mass spectrometry (ICPMS) were detected in mice exposed to ≥ 5 ppm Cr(VI), whereas a nonsignificant increase was detected in mice exposed to 1.4 ppm. Duodenal levels in mice exposed to 0.1 ppm Cr(VI) (0.056 ± 0.015 mg/kg tissue) were very similar to levels in mice exposed to tap water (0.017 ± 0.007 mg/kg tissue). Notably, the approximately 3-fold difference in tissue concentration from background Cr(VI) levels (≤ 0.003 ppm) to 0.1 ppm Cr(VI) resulted in 402 DEGs in the villus and only 9 DEGs in the crypt after 90 days of exposure. 

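At 0.1 ppm and day 91, the 9 genes in the villus were *Mtfr1*, *Adgrg1*, *Ikbkg*, and *Ighv1-72* with higher expression and *Nfs1*, *Fignl1*, *Dip2a*, *Top2a*, and *Igkv4-63* with lower expression. *Top2a* had the smallest adjusted p, 0.00742, with a log2 fold of -6.18. A fit of the 2 groups alone gave 84 genes, and random splits reached that in 40 of 100. DESeq2 called 547 genes at this dose, and 50.8% of its 561 probes had 0 counts in every exposed or every untreated library.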

A further 10-fold increase in exposure to 1.4 ppm Cr(VI) resulted in an approximately 10-fold increase in tissue concentration (1.5 ± 0.27 mg/kg tissue), but did not further increase DEGs in the villus (348 DEGs). 

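The 8 genes in the villus at 1.4 ppm and day 91 were *Mtfr1*, *Vps26a*, *Tyw1*, *Birc3*, *Med1*, *Klhl22*, and *Safb* with higher expression and *Dmbt1*, by both of its probes, with lower expression. With DESeq2's size factors in edgeR 13 genes passed, 23.1% of them higher, in place of 87.5%. *Mtfr1* alone was shared with 0.1 ppm. Its log2 fold was 1.21 at 0.1 ppm and 1.28 at 1.4 ppm (edgeR adjusted p = 0.0474 and 0.0289). A fit of the 2 groups alone gave 142 genes, which 2 of 100 random splits reached, so the splits do not bear on these 8. With DESeq2 the count was 459 genes, 172 of them shared with 0.1 ppm, and 46.0% of 463 probes had 0 counts throughout a group.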

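At 0.1, 1.4, and 5 ppm in crypts at day 91, the 1 gene past the threshold, *Igkv8-18*, was called at 5 ppm only, so 0 genes were shared by any pair of these doses.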

Although crypt DEGs increased from 9 to 16 from 0.1 to 1.4 ppm Cr(VI) (following 90 days of exposure), there was no increase in the number of DEGs in the crypt at 5 ppm Cr(VI) (ie, the same 16 genes were differentially expressed at both 1.4ppm and 5 ppm). In contrast, the 5-fold increase in exposure from 1.4 to 5 ppm increased the number of DEGs in the villus from 348 to 3151. 

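Between 1.4 and 5 ppm in villi at day 91, the genes past the threshold rose from 8 to 2661, and 6 of them were shared. The surrogate variable fit gave 55 and 140 genes at these doses, and thinned counts gave 68 and 4289. With DESeq2, 274 genes were shared by the doses.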

Taken together, these data indicate potential thresholds in response to Cr(VI), especially in the crypt compartment (which is also evident at day 8). Although the increased number of DEGs in the crypt at ≥ 20 ppm might indicate Cr beginning to reach the crypt compartment, XRF microscopy in transverse duodenal sections of mice exposed to 180 ppm Cr(VI) for 90 days indicate little or no exposure to the crypt compartment (Figure 9). This XRF mapping coupled with the transcriptomic analyses presented herein indicates that the crypt compartment is essentially unaffected by Cr(VI) exposures ≤ 5 ppm for up to 90 days. Although crypt hyperplasia was noted in mice at 5 ppm in the NTP (2008) cancer bioassay, that pathology occurred after two years of exposure and was without evidence of neoplasia in mice exposed to 5–20 ppm Cr(VI). The absence of tissue dosimetry and molecular responses to Cr(VI) indicate that Cr(VI) levels below the current maximum contaminant level of 0.1 ppm do not pose a cancer risk. Notwithstanding the evidence for thresholds in response, an important consideration in the MOA and risk assessment for Cr(VI)-induced intestinal cancer in mice is the potential role of genotoxicity. *In vivo* genotoxicity studies have revealed the absence of micronucleus formation (O’Brien *et al.*, 2013; Thompson *et al.*, 2015b), mutations (Aoki *et al.*, 2019; Thompson *et al.*, 2015c, 2017c), γ-H2AX activation (Thompson *et al.*, 2015b), or preneoplastic lesions in the rodent target tissues (small intestine and oral cavity) following exposure to ≤ 180 ppm Cr(VI) for 7, 28, or 90 days (NTP, 2007, 2008; Thompson *et al.*, 2011b, 2012, 2015b, 2017b). Aside from the lack of genotoxicity, there is clear histopathological and transcriptomic evidence for dose-dependent increases in crypt hyperplasia. Morphologic evidence stems from subjective differences in crypt proliferation by hematoxylin and eosin (H&E) staining (NTP, 2007, 2008; Stout *et al.*, 2009; Thompson *et al.*, 2011b), as well as objective measures in proliferation such as increases in crypt enterocyte number and crypt length (Thompson *et al.*, 2015a,b). Molecular evidence for proliferation in the form of transcriptomic responses was observed herein, as well as in previous microarray-based analyses conducted on homogenized duodenal samples (Kopec *et al.*, 2012a; Rager *et al.*, 2017).

Because of the apparent lack of *in vivo* genotoxicity in the duodenum and clear evidence of increased cell proliferation, transcriptomic responses should be interpreted in the context of these data. Phenotypic anchoring of *Fanci* and *Rad51* focused on potential nongenotoxic explanations for their alteration. Rad51 protein expression has been reported in low levels in the crypt regions of untreated mice but not villus regions (Yamamoto *et al.*, 1996). *In vitro* analyses have shown that *Rad51* mRNA levels in serum-stimulated synchronized cells increase as cells progress from G_0_ through S-phase and in mitogen- and lipid polysaccharide-stimulated cultured lymphocytes (Yamamoto *et al.*, 1996). Thus, while the dose-dependent increase in *Rad51* expression in the crypt might be interpreted as concern for DNA damage, it is more consistent with histopathological evidence for crypt hyperplasia in the absence of evidence for micronucleus formation and increased mutation frequency. The Fanconi anemia pathway, including FANCI, is activated by acute severe hypoxic stress *in vitro* (Scanlon and Glazer, 2014), which aligns with the gene expression changes in other markers of hypoxic stress (eg, significant increase in the *Hif1-a* gene in the crypt at high concentrations, and in the villus at nearly all concentrations of Cr(VI); Supplementary Table 2). Gene sets related to *Hif1a* signaling and hypoxic stress were enriched in the crypt and the villus among dose-responsive genes at day 90. Relatedly, gene-level indicators of hypoxia-induced oxidative stress were demonstrated in the duodenum of Cr(VI)-exposed mice in another oral exposure study (Chappell *et al.*, 2019).

Due to the fact that many genes active in DNA damage repair are also active during cell replication (Zannis-Hadjopoulos and Rampakakis, 2011), transcriptomic evidence for or against genotoxicity is difficult to parse, and activation of genes and pathways involved in both cell proliferation and DNA damage response in tissues actively undergoing proliferation presents a challenge in interpretation. For example, *Rpa1* and *Rpa3* (Replication protein A isoforms), which are involved in DNA replication and repair (Oakley and Patrick, 2010) were significantly dose-responsive in the villus at day 91; however, *Rpa1* was significantly downregulated, whereas *Rpa3* was upregulated, further complicating the clarity of the role of the Cr(VI) effect on these replication proteins in the villus. 

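*Rpa1* (chromosome 11, 75298166 to 75348324) was lower in villi at day 91 at 5, 20, 60, and 180 ppm, by a log2 fold of -1.60 at 5 ppm (edgeR adjusted p = 0.00653) and -1.19 at 180 ppm (adjusted p = 0.0293). *Rpa3* (chromosome 6, 8255936 to 8259173) was higher at 60 and 180 ppm, by 1.28 at 180 ppm (edgeR adjusted p = 0.0434 and 0.0408). Both passed the Williams test, *Rpa1* with p = 2e-05 and *Rpa3* with p = 0.0108 (Monte Carlo, n = 34 libraries). The model of *Rpa1* had a chi-square fit p of 0.0286 and so gave no accepted BMD, and that of *Rpa3* gave a BMD of 6.24 mg/kg bw/day.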

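Crypt *Rpa1* was higher at 180 ppm and day 8 by a log2 fold of 1.05 (SE 0.330; edgeR adjusted p = 0.0589), and at day 91 its smallest adjusted p was 0.672. *Rpa2* (chromosome 4, 132768332 to 132778752) passed at none of the doses in crypts, with a largest log2 fold of 0.59 at day 8. *Rpa3* had smallest edgeR adjusted p values in crypts of 0.509 at day 8 and 0.239 at day 91. Over all doses, crypt *Rpa3* passed the Williams test at day 8 and at day 91 (Monte Carlo p = 0.0208 with n = 36 libraries and 0.000995 with n = 35 libraries), with BMDs of 1.74 and 13.5 mg/kg bw/day. *Rpa1* and *Rpa2* passed it as well in the crypt at day 8, with a rise (Monte Carlo p = 0.0391 and 0.0146, n = 36 libraries).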

The expression of *Rpa* genes was not altered by Cr(VI) exposure in the crypt compartment. A previous microarray analysis compared the *in vivo* transcriptomic responses in the duodenum with *in vitro* data from peer-reviewed literature and publicly available high-throughput screening (HTS) data from the Tox21 database (Rager *et al.*, 2017). Therein, it was demonstrated that Cr(VI) activated p53-related signaling pathways *in vitro* but not *in vivo*. In the current analysis, DNA damage response and/or DNA replication pathways were enriched at the high concentrations and were largely composed of genes related to cell cycle and DNA replication. Genes known to be related to DNA damage included *Fanci*, *Rad51*, and *Tp53* were upregulated in the crypt compartment (Figure 8). With regard to comparisons of *Tp53* results with those in Rager *et al.* (2017) who required a ≥ 2-fold change in gene expression, the BMD modeling herein indicates that the maximum fold change in *Tp53* was approximately 1.5-fold (Supplementary Tables 1 and 5). Notably, *Tp53* is related to cell cycle increase both dependent and independent of DNA damage (O’Brien *et al.*, 2013). Further, recognized downstream p53 targets *Gadd45a* and p21 (*Cdkn1a*) were not induced in any group, with the exception of *Cdkn1a* in the crypt at 180 ppm at day 91. 

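*Gadd45a* (chromosome 6, 67035096 to 67037457) was lower in crypts at 180 ppm and day 8 by a log2 fold of -1.07 (edgeR adjusted p = 0.00426) and in villi at 60 ppm and day 8 by -0.82 (adjusted p = 0.042), and it passed in no other group. *Cdkn1a* (chromosome 17, 29090976 to 29100727) was higher in crypts at 180 ppm and day 91 by 1.10 (SE 0.383; edgeR adjusted p = 0.0838) and passed in no other group of either compartment.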

Although there may be hundreds of gene targets of p53 (Fischer, 2017), none of the approximately 50 genes within the KEGG p53 signaling pathway (KEGG PATHWAY: p53 signaling pathway; https://www.genome.jp/pathway/hsa04115) associated with “DNA repair and damage prevention” were upregulated in this study, at any dose or either timepoint.

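Over the 8 genes of the arm used here and 24 exposed groups, 5 results passed with higher expression and 7 with lower. All 5 higher ones were *Gadd45b* (chromosome 10, 80930073 to 80932204), by a log2 fold of 1.04 in crypts at 60 ppm and day 91 (edgeR adjusted p = 0.0247) and of 1.69, 2.13, 2.05, and 1.95 in villi at 5, 20, 60, and 180 ppm and day 91 (adjusted p = 0.00558, 6.72e-05, 0.000101, and 0.000287). *Sesn1* (chromosome 10, 41809935 to 41908424) was lower in crypts at 60 ppm and day 91 and in villi at 180 ppm and day 8 and at 60 and 180 ppm and day 91, by -1.64 at the most (edgeR adjusted p = 0.00471). *Sesn2* (chromosome 4, 132492032 to 132510501) was lower in villi at 60 ppm and day 91 (adjusted p = 0.0974). *Gadd45g*, *Sesn3*, *Rrm2b*, and *Ddb2* passed in no group. DESeq2 moved the number of lower results to 15.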

**Figure 8.**
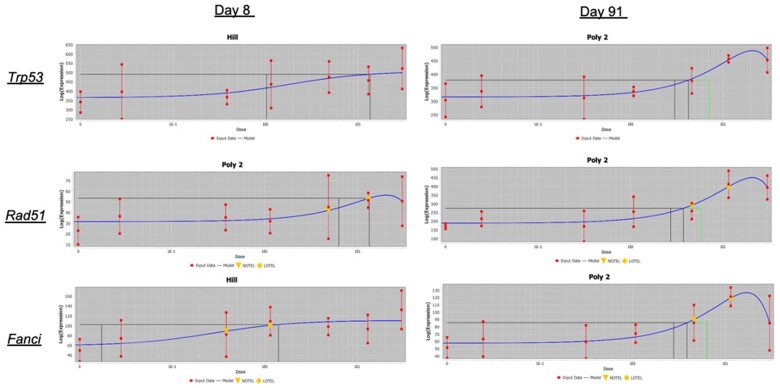
Dose-response curves for genes involved in DNA replication and/or DNA repair. The winning model curves are shown for Trp53, Rad51, and Fanci at days 8 and 91 in the crypt.

Overall, the transcriptomics data do not indicate a direct genotoxic effect of Cr(VI) on the small intestine. These results are consistent with *in vivo* genotoxicity assays in the small intestine (see above) as well as new review on the mammalian *in vivo* genotoxicity of Cr(VI) that concluded that while Cr(VI) can cause *in vivo* genotoxicity in nontarget tissues following intraperitoneal and gavage dosing of high concentrations of Cr(VI), the data did not support direct genotoxicity in the mouse small intestine (Thompson *et al.*, forthcoming). 

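The paper concludes this from p53 targets that largely did not rise and from damage pathways made up mostly of cell cycle and replication genes. It relates the higher *Fanci* in crypts (Figure 8) to hypoxic stress. It also sets the result beside histopathology and in vivo assays of the small intestine that found neither micronuclei nor mutations. Without that evidence, it grants, transcriptomics might be read as support for genotoxicity. As a family, the 8 genes of the p53 DNA repair and damage prevention arm fell with dose in villi at day 8 (Spearman rho -0.57, Pearson r -0.406, and -0.323 without the 2 farthest libraries; adjusted permutation p = 0.0018), and in crypts at day 8 they had a rho of -0.35 (r -0.504 and -0.359; adjusted permutation p = 0.068). At day 91 rho was -0.21 in crypts and -0.05 in villi (adjusted permutation p = 0.29 and 0.77). No measure of DNA damage was among the data used here.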

One criticism often levied against *in vivo* genotoxicity assays is that they are of relatively short duration. Notably, most OECD test guideline *in vivo* genotoxicity assays recommend exposure durations of four weeks or less (eg, Test Nos. 474, 475, 488, and 489; OECD, 2016a,b,c, 2020). This is not a deficiency, but rather consistent with the objective of determining whether genotoxicity is likely to be an early key event in the MOA. In some cases, longer-term treatment durations are contraindicated due to potential confounding from clonal expansion (Lambert *et al.*, 2005; Manjanatha *et al.*, 2017; OECD, 2020).

## CONCLUSION

Previous microarray-based transcriptomic analyses of homogenized mouse duodenal tissue have supported evidence for alterations in cellular pathways and processes related to increased toxicity, cell proliferation, and DNA damage. The compartment-based transcriptomic analyses presented herein provide additional resolution for molecular responses to Cr(VI) and critical dose-response information that informs human health risk assessment of Cr(VI). Although transcriptomics alone might be interpreted as supporting genotoxicity, based on the upregulation of select genes related to DNA damage, the phenotypic anchoring to histopathology, XRF microscopy, and genotoxicity assays in the target tissues allow for refined interpretation of transcriptomic responses that are ambiguous due to their involvement in both normal cell cycle progresses as well as DNA damage responses. The minimal transcriptomic responses in the crypt below 20 ppm Cr(VI) support arguments that the toxicity and carcinogenicity of Cr(VI) are high-dose phenomena that should not be extrapolated to environmental levels. Although 5 ppm Cr(VI) resulted in increased cell proliferation in the crypt at the end of the 2-year NTP (2008) bioassay, this is not altogether surprising given the number of DEGs altered in the villus at 5 ppm (Figure 9), which was similar to the number of DEGs in the higher dose groups. The molecular responses in the villus at 5 ppm did not manifest as obvious histopathological changes at day 91; however, microscopic evaluations are subjective, as evidenced by the fact that NTP (2008) reported no evidence of villus blunting or crypt hyperplasia in rats, whereas a reanalysis found mild indications of such (Cullen *et al.*, 2016). A closer examination of the histologic sections at day 91 might reveal subtle evidence of morphologic changes in the villi, but the lack of transcript response in the crypts indicates an absence of molecular effects at day 91. Data indicate that effects in chronic assays tend to occur at approximately 5 times lower concentrations than in subchronic assays (Dourson *et al.*, 1996), so it is not surprising that crypt hyperplasia observed at 20 ppm (but absent at 5 ppm) after 90 days of exposure was observed at 5 ppm after 2 years of exposure in the NTP (2008) bioassay. Importantly, toxicity criteria based on crypt hyperplasia in the 2-year NTP (2008) bioassay with appropriate application of dose-response modeling and relevant uncertainty factors should be protective of both noncancer and cancer effects of Cr(VI) in the intestine. The absence of transcriptomic responses in the crypt at ≤ 5 ppm after 90 days of exposure provides further scientific justification for nonlinear extrapolation approaches in the development of safety criteria for oral exposure to Cr(VI). 

**Figure 9.**
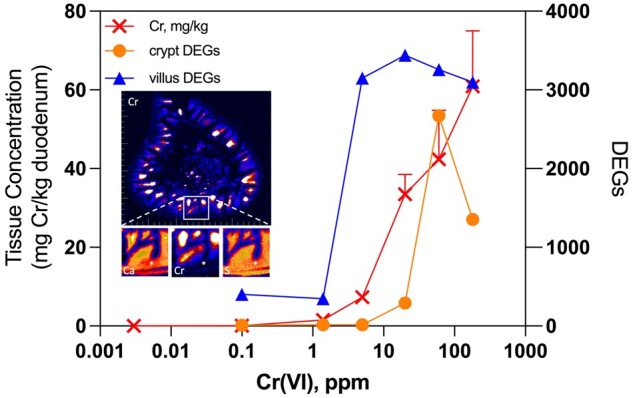
Integration of duodenal transcriptomic analyses with duodenal chromium (Cr) dosimetry data. The left axis and red crosses depict duodenal Cr levels measured in mice exposed to hexavalent chromium (Cr(VI)) for 90 days using ICPMS (see Kirman *et al.*, 2012). The right axis depicts the number of differentially expressed genes in the crypt and villus at day 91 reported in the present study. The inset depicts X-ray fluorescence (XRF) maps of Cr in a transverse duodenal section from a mouse exposed to 180 ppm Cr(VI) for 90 days (larger image), with magnification of mucosa (yellow square) and XRF maps of calcium (left smaller box below main image), Cr (middle), and sulfur (S, right) (white asterisks mark the crypt compartment). Note: the transcriptomic data plotted here, the tissue Cr data, and XRF mapping are all from a single animal study originally described in Thompson *et al.* (2011a,b).

## SUPPLEMENTARY DATA

Supplementary data are available at *Toxicological Sciences* online.

## DECLARATION OF CONFLICTING INTERESTS AND FUNDING DISCLOSURE

G.A.C. and C.M.T. are employed by ToxStrategies, Inc., a private consulting firm that provides services to private and public organizations on toxicology and risk assessment issues. J.C.W. is employed by Experimental Pathology Laboratories, Inc., a private, employee-owned company specializing in toxicologic pathology evaluation and consultation. ToxStrategies, Inc. received consulting fees from the Cr(VI) Panel of the American Chemistry Council (ACC); the work reported in this article was conducted during the normal course of employment, and no authors received personal fees. The sponsors were provided an opportunity to review the manuscript prior to submission. The purpose of the review was for the authors to receive input on the clarity of the science presented but not on the interpretation of research results. The researchers’ scientific conclusions and professional judgments were not subject to the funders’ control; the contents of this manuscript reflect solely the view of the authors. C.T. and J.W. have presented study findings in meetings with regulators, including public meetings, on behalf of the Cr(VI) Panel of the ACC.

## Supplementary Material

kfab152_Supplementary_Data Click here for additional data file.

# Supplementary material for: Crypt and Villus Transcriptomic Responses in Mouse Small Intestine Following Oral Exposure to Hexavalent Chromium
**Source:** Toxicol Sci. 2021 Dec 22;186(1):43–57. doi: 10.1093/toxsci/kfab152
**Supplement:** kfab152_Supplementary_Data

Crypt and villus transcriptomic responses in mouse small intestine following oral exposure to hexavalent chromium

Chappell, GA^1^; Wolf, JC^2^; Thompson, CM^3^

^1^ToxStrategies, Inc, Asheville, NC

^2^EPL, Sterling, VA

^3^ToxStrategies, Inc, Katy, TX

**Supplemental Materials: BMDExpress Analysis parameters**

***Benchmark Dose Analysis***

BMDExpress2 Version: BMDExpress 2.30.0507 BETA

Operating System: Windows 10

hill version: Hill Model. (Version: 2.18; Date: 03/14/2017)

power version: Power Model. (Version: 2.19; Date: 03/14/2017)

linear version: Polynomial Model. (Version: 2.21; Date: 03/14/2017)

poly 2 version: Polynomial Model. (Version: 2.21; Date: 03/14/2017)

poly 3 version: Polynomial Model. (Version: 2.21; Date: 03/14/2017)

exponential 2 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

exponential 3 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

exponential 4 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

exponential 5 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

Models fit: hill, power, linear, poly 2, poly 3, exponential 2, exponential 3, exponential 4, exponential 5

Maximum Iterations: 250

Confidence Level: 0.95

Constant Variance: 1

BMR Type: Standard Deviation

BMR Factor: 1.0

Restrict Power: 1

Highest Dose: 30.38

Lowest Positive Dose: 0.028

Best Model Selection: Lowest AIC

Fit Selected Models with Multiple Threads: 24

Number of Available Processors On Machine: 6

Destory Model Processes If Run More Than: 60000 milliseconds

BMDL and BMDU Model Selection: Compute and utilize in best model selection

Flag Hill Model with 'k' Parameter <: 1/3 of Lowest Positive Dose

Best Model Selection with Flagged Hill Model: Select Next Best Model with P-Value > 0.05

***Signaling Pathway Analyses***

Organism Code: mmu

Signaling Pathway File Creation Date: 04/15/21

Pathway DB Name: REACTOME

Deduplicate Gene Sets: false

BMDExpress2 Version: BMDExpress 2.30.0507 BETA

Remove Promiscuous Probes: true

Remove BMD > Highest Dose from Category Descriptive Statistics: true

Remove BMD with p-Value < Cutoff: 0.1

Remove genes with BMD/BMDL >: 20.0

Remove genes with BMDU/BMDL >: 40.0

Remove genes with BMD values > N fold below the lowest positive does: 10.0

Identify conflicting probe sets: 0.5

How the deposited data were processed for this re-analysis (not part of the article)

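The data are TempO-Seq measurements of RNA from microdissected crypts and villi of the mouse duodenum after 7 or 90 days of Cr(VI) in drinking water, called days 8 and 91. There were 137 libraries from 71 mice, in 28 groups of compartment, day, and 7 concentrations (0, 0.1, 1.4, 5, 20, 60, and 180 ppm). The authors took the count of sequenced reads for each probe from the FASTQ files, and those counts were deposited without normalization. Nothing was realigned here, and the genome build behind the probes was not used beyond gene names. Gene coordinates are those of GENCODE M21 on GRCm38. Group, day, and mouse came from the sample labels, and the mouse number in a label gave the pairing of crypt and villus. The labels place 6 crypt libraries at 0.1 ppm and day 8, and mouse 90 was kept there.

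The groups, the named genes, and most of the tests and alternatives were fixed before the data were examined, and those chosen later are named as such. Genes named for expression results are every gene the paper names, the 8 genes of the DNA repair and damage prevention arm of the KEGG p53 pathway, and at 180 ppm in each compartment and day the 3 genes with the smallest adjusted p among those whose exposed and untreated libraries did not overlap. Where a gene had several probes, the probe with the highest total count stood for it. The contrasts of these genes that appear in the text were picked by the paper's statements after their values had been seen. The results of some of these genes are not reported here.

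Depth ran from 1463938 to 7199801 counts per library, and from 12957 to 23112 probes had at least 1 count. A group whose libraries all had at most 3 counts of a probe was taken to have no measured expression of it, and a fold against such a group is given as a lower bound. Libraries far from the rest of their group were sought with Dixon's ratio, in the total count, the probes detected, and the first 2 principal components of each group and in the named genes. No library was removed. Permutation tests used 100000 resamples with seed 1, and exact tests used every arrangement where these were fewer.

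Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by a quasi-likelihood fit of the 28 groups with TMM scaling, the filterByExpr filter, and no covariate. P values were two-sided and adjusted with the Benjamini-Hochberg procedure over the probes of a contrast, with a threshold of 0.1, and unique genes of the probes that passed were counted. Interactions were contrasts of the same fit. Of the 2 forms of this fit, the one that does not estimate a dispersion for each probe was used. That choice was made for running time after the counts of DEGs from both had been seen, and the other form, the default of the installed version, is reported beside it. Random splits compared each count of DEGs with those from the same libraries divided at random into groups of the same sizes, with up to 100 splits including the real one. Each split was fitted on the libraries of its contrast alone, so the count of the real grouping given with splits is that of such a fit and differs from the count in the fit of all libraries. A real count of 0 is reached by every split and tests nothing. A gene was taken as shared by 2 groups when the same probe passed in both. For untreated crypts and villi the compartments were swapped within mice instead. At first 60 splits were drawn and seen, and the number was then raised to 100 for every contrast.

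Families of genes were 16 lists made from gene names, not the gene sets of the paper. They were tested in each dose group with camera of limma 3.58.1, with the correlation between genes estimated, and over dose with the Spearman correlation of the mean z score in each library. Both were adjusted over all families and groups. For dose-response, counts scaled by the size factors of DESeq2 1.42.0 entered a Williams test without transformation, with p from 200000 Monte Carlo draws. Linear, power, Hill, polynomial 2 and 3, and exponential 2 to 5 models were then fitted in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3. The model with the lowest Akaike information criterion was kept, a goodness-of-fit p of at least 0.1 was required, and the BMD was taken at a response of 1 SD. Lower and upper limits of BMDs and the filters on them were not computed. Figures were drawn with matplotlib 3.10.9.

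The alternatives were DESeq2 in one fit of all libraries, DESeq2 size factors in edgeR, no filter beyond 1 count, a mean count of at least 10, a separate fit for each compartment and day, 1 surrogate variable (sva 3.50.0), the log10 total count as a covariate, counts thinned to the smallest total, probes summed for each gene, the mouse as a block for contrasts between compartments, and fits without mouse 90 or without 1 replicate. For families a preset correlation of 0.01 was tried, for principal components other probes and transformations, for overlaps a threshold of 0.05, and for BMDs log2 counts, TMM CPM, a filter on the mean, an adjusted Williams p, and doses in ppm. Tests of depth, of detected probes, and of transcripts from neighboring tissue were set out before their results were seen, apart from the shuffles of dose groups for the Williams test and the correlation of the first principal component with acinar transcripts.

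In simulated counts with 1 dispersion for all probes and independent libraries, edgeR on 2 groups alone recovered 176 of 200 changed probes and called 22 others. Camera gave a p of 8.14e-71 for a shifted set of 100 probes and 0.992 for a random set of 50 (n = 137 libraries). In the simulated dose-response, the median ratio of the BMD to the true value was 0.972. Among 269 pairs of libraries of the same group, 0 were identical. Gene set enrichment analysis, the hypergeometric tests, the comparison with earlier microarray data, and tissue chromium were not analysed here.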

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

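The shuffles of dose groups for the Williams test, the values of *Gm2663* and *Gm5771* with the acinar markers as a covariate, the marker values of mice 48 and 49, the values of mouse 90 in the villus, and the correlation of the first principal component with acinar transcripts were chosen only after the result was seen, and all other tests below were set out before.

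Within groups, Dixon's ratio marked 7 of 112 library measures, where 5.6 would be marked by chance. On the first principal component these were mouse 81 in the crypt at 0.1 ppm and day 91 (0.763), mouse 488 in the crypt at 180 ppm and day 91 (0.781), mouse 367 in the crypt at 20 ppm and day 8 (0.754), and mouse 403 in the crypt at 60 ppm and day 91 (0.7501). On the second component they were mouse 241 in the crypt at 5 ppm and day 91 (0.813) and mouse 403 again (0.767). The total count of mouse 328 in the crypt at 20 ppm and day 91 had a ratio of 0.869. No more were marked than chance allows, and no library was removed.

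Among the named genes, 8 of 94 groups had such a value, where 4.7 would by chance. Among them were *Pcna* of mouse 8 (0.82898), *Ephb2* of mouse 7 (0.737), and *Fanci* of mouse 6 (0.727) in untreated crypts at day 91, *Fanci* of mouse 405 in the crypt at 60 ppm and day 91 (0.732), *Defa5* of mouse 5 in untreated villi at day 91 (1), and *Klf4* (0.856) and *Gm2663* (1) of mouse 48 in untreated villi at day 8. For *Defa5* and *Gm2663* the ratio of 1 arose because only that mouse had counts.

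Effects differed between groups in several interactions. The effect of 180 ppm differed between compartments for 1 gene at day 8 and 56 genes at day 91, and between days for 29 genes in the crypt and 247 in the villus. Fits of the libraries concerned alone gave 24 genes for days in the crypt and 46 in the villus, and random splits gave at least as many in 19 and 7 of 100, so those 2 counts are within what chance gave. For the compartments at day 91, such a fit gave 33 genes, and 1 of 100 splits reached that, the real one. For the compartments at day 8 it gave 0 genes, which 100 of 100 splits reach by necessity, so this cannot tell, and 170 genes passed with the mouse as a block. The crypt and villus difference of untreated mice changed between days for 4 of the 8 markers. Over all probes it changed for 0 genes, which 100 of 100 splits again reach by necessity, so this cannot tell either, and DESeq2 gave 124 genes and the mouse as a block 75. Whether tissue of the other compartment in the day 8 control libraries made their differences smaller was tested by the separation of the markers in each mouse, 1.97 ± 1.38 in 5 mice at day 8 and 3.77 ± 1.21 in 4 mice at day 91. The exact permutation p over 126 arrangements was 0.0873 (two-sided). A true difference of age would make the separation smaller as well, so this test cannot tell. In the day 8 controls the villus library of mouse 48 had 11694 CPM of crypt markers and 5183 CPM of villus markers, near the 9556 and 4932 CPM of its crypt library, and the crypt library of mouse 49 had 1452 and 9128 CPM, near the 1299 and 8729 CPM of its villus library. In those 2 mice the markers hardly told the compartments apart, and tissue of the other compartment remains an explanation. Leaving out control replicate 3, which is mouse 48 at day 8, raised the markers passing over all probes at day 8 from 1 to 6, and leaving out control replicate 4, mouse 49, to 2.

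Random splits were compared with the count of DEGs in a fit of the 2 groups alone, and counts that they reached in at least 5 of 100 cases may have arisen by chance. In the crypt these were 63 and 28 splits at 0.1 and 1.4 ppm and day 8, and 61 and 5 splits at 0.1 and 1.4 ppm and day 91. At 5 ppm and day 8 in the crypt that count was 0, so that 100 of 100 splits reached it and it cannot tell. In the villus they were 33, 5, and 15 splits at 0.1, 1.4, and 5 ppm and day 8, and 40 splits at 0.1 ppm and day 91. For the rest chance does not account for the count, with 4, 3, and 1 splits at 20, 60, and 180 ppm in the crypt at day 8, 2 at 5 ppm and 1 at each higher dose in the crypt at day 91, 1, 1, and 2 at 20, 60, and 180 ppm in the villus at day 8, and 2 at 1.4 ppm and 1 at each higher dose in the villus at day 91. For the crypt at 5 ppm and the villus at 1.4 ppm and day 91, this concerns counts of 101 and 142 and not the 1 and 8 DEGs of the fit of all libraries. The number of genes differing between untreated crypts and villi was reached by 1 of the 16 possible swaps of compartment within mice at day 8 and 1 of 8 at day 91, too few swaps to tell. Shuffled dose groups reached the number of probes passing the Williams test in 1 of 100 in the crypt at each day, 1 in the villus at day 8, and 2 in the villus at day 91, the real order included.

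At day 91 the villus went from 8 DEGs at 1.4 ppm to 2661 at 5 ppm, and its 4 untreated libraries were shallow. Lower sequencing depth of the control libraries does not account for the DEGs, because 3703 were found at 180 ppm with all libraries thinned to the smallest total. The untreated libraries also had fewer probes detected at equal depth than those at 5 ppm and above, 14158 ± 1170 (n = 4) against 18297 ± 1469 (n = 20), with an exact permutation p of 0.000188 (two-sided), so depth alone does not explain that either. With the probes detected at equal depth as a covariate, 2060 DEGs were found at 180 ppm and 286 at 5 ppm, 1926 and 258 of them also found without it. That covariate is bound up with exposure in this set, so this test cannot tell whether the quality of the untreated libraries contributed.

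Mouse 90 was checked as a mislabelled sample. Its crypt library had a mean correlation of 0.851 with the others of its labelled group, the highest of the 6, and its own group ranked 12 of 14 groups, as did that of mouse 130. Its villus library had a mean correlation of 0.845, the highest of the 5, but its own group ranked 6 of 14, while those of the other 4 mice ranked from 1 to 3. By the correlation set as the test a mislabelled sample was not shown, and the rank in the villus leaves it open.

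RNA of neighboring tissue was tested for several patterns. Over the crypt libraries, *Ppy* followed the acinar markers with a Spearman rho of 0.40 (Pearson r 0.292, and 0.281 without the 2 farthest libraries; adjusted permutation p = 0.00068), and *Reg2* with 0.56. The rule set for RNA of pancreatic tissue in a few libraries was a rho of at least 0.5 for *Ppy*, which was not reached, so this cannot tell. For *Muc6* and the markers of Brunner's glands rho was 0.28 (Pearson r 0.537, and 0.176 without the 2 farthest), which cannot tell either. The first principal component followed the acinar markers with a rho of -0.63 over 137 libraries (Pearson r -0.694), -0.87 within crypts, and -0.79 within villi. That fits RNA of pancreatic tissue in some libraries, and the second component followed them as well (0.68).

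At 180 ppm the 3 genes with the smallest adjusted p that the paper does not name were taken in each compartment and day. In the crypt at day 8, *Gm2663* (chromosome 6, 40995830 to 40999479) was at least 1421-fold higher (log2 10.47), with 0 counts in all untreated libraries, *Gm5771* (chromosome 6, 41392356 to 41397230) was higher by 8.71, and *Btnl2* (chromosome 17, 34354822 to 34369495) had a log2 fold of -2.60. In the crypt at day 91, *Pck1* (chromosome 2, 173153048 to 173159273) had a log2 fold of -5.11, *S100a14* (chromosome 3, 90526856 to 90528837) of 3.93, and *Mboat1* (chromosome 13, 30136489 to 30246717) of 4.88. In the villus at day 8 the values were -5.91 for *Pck1* and 8.40 for *Gm2663*. In the villus at day 91 they were 3.89 for *S100a6* (chromosome 3, 90612882 to 90624181), -5.69 for *Pck1*, and 2.70 for *Taf1d* (chromosome 9, 15306214 to 15316991). Pancreatic RNA in the exposed libraries was tested for *Gm2663* and *Gm5771*. The summed acinar markers had a mean log2 of 14.65 at 180 ppm and 11.98 without exposure in the crypt at day 8, with an exact permutation p of 0.246 (two-sided), and 2 of 5 exposed libraries lay above all untreated ones. With these markers as a covariate, 995 DEGs were found at 180 ppm in the crypt at day 8 against 957 without, which concerns the whole set and not these 2 genes. With that covariate both genes still passed with a rise, *Gm2663* in the crypt at day 8 (edgeR adjusted p = 3.14e-25) and in the villus (log2 8.85, edgeR adjusted p = 2.08e-17), and *Gm5771* by 7.46 and 6.16 (2.67e-25 and 3.72e-19). The amount of acinar RNA alone does not account for these rises, and which cells the transcripts came from is not resolved.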

How the results depend on the processing

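Of 204 results for single genes, families, and trends, 84 never changed over the alternatives and 120 changed at least once, and of 74 counts and shares 11 never changed and 63 did. A count was taken as moved when it differed by a ratio of at least 1.5, a gene or family as weaker or stronger when it crossed the adjusted p threshold, and as turned when its direction changed. Values of the edgeR fit are given for comparison, and the cause of each change was not tested. The alternatives were chosen before the data were examined, apart from edgeR with estimated dispersions, which was added afterwards. Both forms of the edgeR fit had been run, and their DEG counts seen, when the one without estimated dispersions was taken for its shorter running time, although the installed version uses the other by default. Both sets of counts are therefore given. With estimated dispersions the DEGs from 0.1 to 180 ppm were 1, 1, 1, 30, 300, and 693 in the crypt at day 8, 0, 0, 0, 54, 2097, and 849 in the crypt at day 91, 0, 219, 83, 340, 1504, and 1107 in the villus at day 8, and 85, 65, 2862, 3495, 3355, and 3248 in the villus at day 91. The family trends were not run with DESeq2, with a surrogate variable, or with the log10 total count as a covariate.

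DESeq2 changed 31 of 51 counts and shares. It gave 17, 10, 29, and 197 DEGs at 0.1, 1.4, 5, and 20 ppm in the crypt at day 8 in place of 4, 1, 4, and 59. It counted 10, 17, 12, and 336 DEGs at 0.1, 1.4, 5, and 20 ppm in the crypt at day 91 in place of 0, 0, 1, and 134. It found 24, 1059, 755, and 1329 DEGs at 0.1, 1.4, 5, and 20 ppm in the villus at day 8 in place of 0, 393, 94, and 654. It left 547 and 459 DEGs at 0.1 and 1.4 ppm in the villus at day 91 in place of 9 and 8. It also returned 664 genes differing between untreated crypts and villi at day 8 (not 164), 124 genes whose basal difference changed between days (not 0), and 96 genes whose 180 ppm effect differed between compartments at day 8 (not 1). There were 196 genes whose 180 ppm effect differed between compartments at day 91 (not 56), 46 genes whose 180 ppm effect differed between days in the crypt (not 29), and 690 genes whose 180 ppm effect differed between days in the villus (not 247). There were 15 p53 arm results that were lower (not 7), 620 genes shared by the days in the crypt (not 397), and 6 genes shared in the crypt at day 91 by 0.1 and 1.4 ppm (not 0). There were 6 genes shared in the crypt at day 91 by 0.1 and 5 ppm (not 0), 8 genes shared in the crypt at day 91 by 1.4 and 5 ppm (not 0), and 5 genes shared in the crypt at day 8 by 0.1 and 1.4 ppm (not 1). There were 6 genes shared in the crypt at day 8 by 0.1 and 5 ppm (not 0), 3 genes shared in the crypt at day 8 by 1.4 and 5 ppm (not 0), and 172 genes shared in the villus at day 91 by 0.1 and 1.4 ppm (not 1). There were 274 genes shared in the villus at day 91 by 1.4 and 5 ppm (not 6) and 131 gene family results (not 22). For DNA replication, the median turned at 180 ppm and day 8 in the villus (camera adjusted p = 0.823). For ribosomal proteins, the median turned at 5 ppm and day 91 in the crypt and 0.1 ppm and day 91 in the crypt (camera adjusted p = 0.380 and 0.356). For metallothioneins and zinc transporters, the median turned at 5 ppm and day 91 in the crypt, 1.4 ppm and day 91 in the villus, and 1.4 ppm and day 91 in the crypt (camera adjusted p = 0.701, 0.899, and 0.817). *Hif1a* at 0.1 ppm and day 91 in the villus turned from 0.110 to -0.0197 (adjusted p = 1).

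The fit with 1 surrogate variable changed 12 of 39 counts and shares. It gave 2 and 7 DEGs at 0.1 and 5 ppm in the crypt at day 8 in place of 4 and 4. It counted 54, 23, and 367 DEGs at 1.4, 5, and 20 ppm in the villus at day 8 in place of 393, 94, and 654. It found 16, 55, and 140 DEGs at 0.1, 1.4, and 5 ppm in the villus at day 91 in place of 9, 8, and 2661. It also left 326 genes differing between untreated crypts and villi at day 8 (not 164), 6 genes whose 180 ppm effect differed between compartments at day 8 (not 1), and 85 genes whose 180 ppm effect differed between days in the villus (not 247). There were 3 p53 arm results that were higher (not 5). The median of DNA replication turned at 180 ppm and day 8 in the villus and 5 ppm and day 91 in the crypt (camera adjusted p = 0.998 and 0.982). For hypoxia response, the median turned at 180 ppm and day 8 in the villus (camera adjusted p = 0.993). The median of metallothioneins and zinc transporters turned at 0.1 ppm and day 91 in the villus and 1.4 ppm and day 91 in the crypt (camera adjusted p = 0.993 and 0.985).

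Summing of the probes of a gene changed 6 of 40 counts and shares. It gave 1 DEG at 0.1 ppm in the crypt at day 8 in place of 4. It counted 55 DEGs at 5 ppm in the villus at day 8 in place of 94. It found 0 and 18 DEGs at 0.1 and 1.4 ppm in the villus at day 91 in place of 9 and 8. It also left 2 genes whose 180 ppm effect differed between compartments at day 8 (not 1) and 108 genes whose 180 ppm effect differed between days in the villus (not 247). The median of ribosomal proteins turned at 5 ppm and day 91 in the crypt (camera adjusted p = 0.985).

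edgeR with estimated dispersions changed 16 of 38 counts and shares. It gave 1, 1, 30, and 300 DEGs at 0.1, 5, 20, and 60 ppm in the crypt at day 8 in place of 4, 4, 59, and 490. It counted 0, 54, 2097, and 849 DEGs at 5, 20, 60, and 180 ppm in the crypt at day 91 in place of 1, 134, 3375, and 1489. It found 219 and 340 DEGs at 1.4 and 20 ppm in the villus at day 8 in place of 393 and 654. It left 85 and 65 DEGs at 0.1 and 1.4 ppm in the villus at day 91 in place of 9 and 8. It also returned 40 genes differing between untreated crypts and villi at day 8 (not 164), 10 genes whose basal difference changed between days (not 0), and 3 genes whose 180 ppm effect differed between compartments at day 8 (not 1). There were 822 genes whose 180 ppm effect differed between days in the villus (not 247).

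A mean count of at least 10 changed 13 of 40 counts and shares. It gave 0, 11, and 94 DEGs at 1.4, 5, and 20 ppm in the crypt at day 8 in place of 1, 4, and 59. It counted 306 DEGs at 20 ppm in the crypt at day 91 in place of 134. It found 854, 272, and 1079 DEGs at 1.4, 5, and 20 ppm in the villus at day 8 in place of 393, 94, and 654. It left 46 and 35 DEGs at 0.1 and 1.4 ppm in the villus at day 91 in place of 9 and 8. It also returned 460 genes differing between untreated crypts and villi at day 8 (not 164), 18 genes whose 180 ppm effect differed between compartments at day 8 (not 1), and 11 p53 arm results that were lower (not 7). There were 10 gene family results (not 22). For DNA replication, the median turned at 180 ppm and day 8 in the villus and 5 ppm and day 91 in the crypt (camera adjusted p = 0.997 and 0.966). For metallothioneins and zinc transporters, the median turned at 5 ppm and day 91 in the crypt, 1.4 ppm and day 91 in the villus, and 1.4 ppm and day 91 in the crypt (camera adjusted p = 0.997, 0.977, and 0.966). For ribosomal proteins, the median turned at 0.1 ppm and day 91 in the crypt (camera adjusted p = 0.977). Spearman rho of metallothioneins and zinc transporters in the crypt at day 8 went from -0.12 to 0.0161 (adjusted permutation p = 0.93). Spearman rho of defensins in the villus at day 91 went from 0.26 to -0.0560 (adjusted permutation p = 0.8).

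A separate fit for each compartment and day changed 16 of 28 counts and shares. It gave 0 and 38 DEGs at 1.4 and 20 ppm in the crypt at day 8 in place of 1 and 59. It counted 2, 27, 980, 2256, 5898, and 4197 DEGs at 0.1, 1.4, 5, 20, 60, and 180 ppm in the crypt at day 91 in place of 0, 0, 1, 134, 3375, and 1489. It found 7, 1, 133, 742, and 674 DEGs at 1.4, 5, 20, 60, and 180 ppm in the villus at day 8 in place of 393, 94, 654, 1581, and 1389. It left 3 DEGs at 1.4 ppm in the villus at day 91 in place of 8. It also returned 12 p53 arm results that were lower (not 7) and 0 gene family results (not 22). The median of DNA replication turned at 180 ppm and day 8 in the villus and 5 ppm and day 91 in the crypt (camera adjusted p = 0.985 and 0.978). The median of ribosomal proteins turned at 5 ppm and day 91 in the crypt and 0.1 ppm and day 91 in the crypt (camera adjusted p = 0.999 and 0.978). The median of metallothioneins and zinc transporters turned at 1.4 ppm and day 91 in the crypt (camera adjusted p = 0.978). Spearman rho of defensins in the villus at day 91 went from 0.26 to -0.0357 (adjusted permutation p = 0.86).

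DESeq2 size factors in edgeR changed 8 of 40 counts and shares. It gave 1 DEG at 5 ppm in the crypt at day 8 in place of 4. It counted 13 DEGs at 1.4 ppm in the villus at day 91 in place of 8. It also found 249 genes differing between untreated crypts and villi at day 8 (not 164), 9 genes whose 180 ppm effect differed between days in the crypt (not 29), and 133 genes whose 180 ppm effect differed between days in the villus (not 247). There were 2 markers with a change at 180 ppm at day 91 (not 0), 13 p53 arm results that were lower (not 7), and 42 gene family results (not 22). For ribosomal proteins, the median turned at 5 ppm and day 91 in the crypt and 0.1 ppm and day 91 in the crypt (camera adjusted p = 0.962 and 0.967). For metallothioneins and zinc transporters, the median turned at 5 ppm and day 91 in the crypt (camera adjusted p = 0.992). *Hif1a* at 0.1 ppm and day 91 in the villus turned from 0.110 to -0.0153 (adjusted p = 1).

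Counts thinned to the smallest total changed 13 of 40 counts and shares. It gave 8 DEGs at 5 ppm in the crypt at day 8 in place of 4. It counted 1, 997, 540, and 1010 DEGs at 0.1, 1.4, 5, and 20 ppm in the villus at day 8 in place of 0, 393, 94, and 654. It found 79, 68, and 4289 DEGs at 0.1, 1.4, and 5 ppm in the villus at day 91 in place of 9, 8, and 2661. It also left 280 genes differing between untreated crypts and villi at day 8 (not 164), 2 genes whose basal difference changed between days (not 0), and 12 genes whose 180 ppm effect differed between compartments at day 8 (not 1). There were 437 genes whose 180 ppm effect differed between days in the villus (not 247) and 11 p53 arm results that were lower (not 7). For DNA replication, the median turned at 180 ppm and day 8 in the villus and 5 ppm and day 91 in the crypt (camera adjusted p = 0.995 and 0.970). The median of metallothioneins and zinc transporters turned at 5 ppm and day 91 in the crypt and 1.4 ppm and day 91 in the crypt (camera adjusted p = 0.995 and 0.941). Spearman rho of metallothioneins and zinc transporters in the crypt at day 8 went from -0.12 to 0.00702 (adjusted permutation p = 0.97). Spearman rho of defensins in the villus at day 91 went from 0.26 to -0.0556 (adjusted permutation p = 0.8).

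Leaving out mouse 90 changed 2 of 60 counts and shares. It gave 2 DEGs at 0.1 ppm in the villus at day 8 in place of 0. It counted 19 DEGs at 1.4 ppm in the villus at day 91 in place of 8. The median of ribosomal proteins turned at 5 ppm and day 91 in the crypt (camera adjusted p = 0.999).

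The log10 total count as a covariate changed 5 of 39 counts and shares. It gave 36 DEGs at 1.4 ppm in the villus at day 91 in place of 8. It also counted 13 genes whose 180 ppm effect differed between days in the crypt (not 29), 163 genes whose 180 ppm effect differed between days in the villus (not 247), and 0 markers with a change between days (not 4). There were 39 gene family results (not 22). For ribosomal proteins, the median turned at 5 ppm and day 91 in the crypt and 0.1 ppm and day 91 in the crypt (camera adjusted p = 0.958 and 0.881). For metallothioneins and zinc transporters, the median turned at 5 ppm and day 91 in the crypt and 1.4 ppm and day 91 in the villus (camera adjusted p = 0.996 and 0.983). *Hif1a* at 0.1 ppm and day 91 in the villus turned from 0.110 to -0.0447 (adjusted p = 1).

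The mouse as a replicate block changed 6 of 10 counts and shares. It gave 880 genes differing between untreated crypts and villi at day 8 (not 164), 75 genes whose basal difference changed between days (not 0), and 170 genes whose 180 ppm effect differed between compartments at day 8 (not 1). There were 195 genes whose 180 ppm effect differed between compartments at day 91 (not 56), 4 markers with a change at 180 ppm at day 8 (not 0), and 2 markers with a change at 180 ppm at day 91 (not 0).

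No filter beyond 1 count changed 2 of 40 counts and shares. It gave 17 genes whose 180 ppm effect differed between days in the crypt (not 29) and 135 genes whose 180 ppm effect differed between days in the villus (not 247). The median of ribosomal proteins turned at 5 ppm and day 91 in the crypt (camera adjusted p = 0.991). The median of metallothioneins and zinc transporters turned at 5 ppm and day 91 in the crypt (camera adjusted p = 0.991).

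The adjusted Williams p gave 1186, 557, 3910, and 11097 probes passing the Williams test in the crypt at day 8, the villus at day 8, the villus at day 91, and all 4 sets, in place of 3709, 3283, 6252, and 20841. For dose-responsive probes in the crypt at day 8, the villus at day 8, the villus at day 91, and all 4 sets it gave 1006, 458, 2779, and 8066, in place of 3191, 2819, 4578, and 16156. For dose-responsive genes in the crypt at day 8, the villus at day 8, the villus at day 91, the sum of 4 sets, and the 4 sets counted once it gave 909, 412, 2459, 7173, and 4941, in place of 2849, 2594, 3991, 14301, and 9002. For median BMDs in the crypt at day 8, the crypt at day 91, and the villus at day 91 it gave 4.71, 3.39, and 0.895, in place of 8.01, 3.74, and 0.981. TMM CPM moved the median BMD in the crypt at day 8 and the villus at day 91 to 6.46 and 1.24 mg/kg bw/day. A mean normalized count of at least 10 moved the median BMD in the crypt at day 8 to 6.54 mg/kg bw/day. Log2 of the normalized counts + 1 moved the median BMD in the villus at day 91 to 0.940 mg/kg bw/day.

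Every filtered probe put components 1 and 2 at 11.1% and 5.60% of the variance. The variance stabilizing transformation put components 1 and 2 at 32.4% and 27.3% of the variance. Thinned counts put components 1 and 2 at 27.2% and 22.7% of the variance. Component shares were counted as unchanged only where they were the same in whole percents, and medians of BMDs and the BMD of *Ctnnd1* where they moved by no more than the SD of their values with 1 replicate left out. Log2 of the normalized counts + 1 moved that BMD to 3.19 mg/kg bw/day. A preset correlation of 0.01 raised the gene family results to 135.

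With 1 treated or 1 control replicate left out, 11 fits were made for each result. Crypt DEGs at day 8 ran from 0 to 7 at 0.1 ppm, 0 to 2 at 1.4 ppm, 0 to 80 at 5 ppm, 10 to 82 at 20 ppm, 200 to 711 at 60 ppm, and 497 to 1018 at 180 ppm. Crypt DEGs at day 91 ran from 0 to 5 at 1.4 ppm, 1 to 2 at 5 ppm, and 33 to 164 at 20 ppm. Villus DEGs at day 8 ran from 0 to 18 at 0.1 ppm, 57 to 1121 at 1.4 ppm, 1 to 482 at 5 ppm, 216 to 1098 at 20 ppm, and 1012 to 1945 at 60 ppm. Villus DEGs at day 91 ran from 2 to 18 at 0.1 ppm, 3 to 30 at 1.4 ppm, and 1270 to 3069 at 5 ppm. Genes differing between untreated crypts and villi ran from 10 to 799 at day 8 and from 1300 to 2687 at day 91, and those whose difference changed between days from 0 to 28. Genes whose 180 ppm effect differed between compartments ran from 0 to 9 at day 8 and 22 to 127 at day 91, and those that differed between days from 3 to 36 in the crypt and 56 to 604 in the villus.

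With 1 replicate left out, the markers that differed between compartments at day 8 ran from 3 to 8, those that changed between days from 0 to 4, and those that changed at 180 ppm from 0 to 4 at day 8 and 0 to 2 at day 91. Lower p53 arm results ran from 4 to 10, and gene family results from 14 to 29. Median BMDs ran from 6.38 to 10.6 in the crypt at day 8, 3.02 to 3.89 in the crypt at day 91, 3.09 to 7.58 in the villus at day 8, and 0.895 to 0.981 in the villus at day 91 (mg/kg bw/day). *Hif1a* at 0.1 ppm and day 91 in the villus ran from -0.034 to 0.20, and *Rpa3* at 5 ppm and day 91 in the villus from -0.14 to 1.20. The trend of the mitotic cell cycle in the villus at day 8 ran from -0.10 to 0.12. The median of DNA replication turned at 5 ppm and day 91 in the crypt (camera adjusted p from 0.922 to 0.998) and 180 ppm and day 8 in the villus (camera adjusted p from 0.949 to 0.998). The median of hypoxia response turned at 180 ppm and day 8 in the villus (camera adjusted p from 0.838 to 0.991). The median of metallothioneins and zinc transporters turned at 1.4 ppm and day 91 in the crypt (camera adjusted p from 0.922 to 0.995), 5 ppm and day 91 in the crypt (camera adjusted p from 0.918 to 0.998), 0.1 ppm and day 91 in the villus (camera adjusted p from 0.876 to 0.998), and 1.4 ppm and day 91 in the villus (camera adjusted p from 0.871 to 0.998). The median of ribosomal proteins turned at 0.1 ppm and day 91 in the crypt (camera adjusted p from 0.949 to 0.998), 5 ppm and day 91 in the crypt (camera adjusted p from 0.949 to 0.999), 0.1 ppm and day 91 in the villus (camera adjusted p from 0.878 to 0.973), and 1.4 ppm and day 91 in the villus (camera adjusted p from 0.516 to 1).

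Leaving out mouse 90 left all 87 single gene results as they were, and an adjusted p under 0.05 in place of 0.1 left all 12 overlaps. Doses in ppm left all 16 counts of dose-responsive probes and genes. Among single genes, DESeq2 made 11 of 86 results stronger and turned 1, and edgeR with estimated dispersions made 7 weaker and 4 stronger. DESeq2 made 30 of 69 gene family tests stronger, and a separate fit for each compartment and day made 22 weaker.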

Differences from the paper's values

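Of 88 values of the paper compared, 20 differed from those found here. A count or a BMD was taken to differ when the ratio of the values was above 1.5.

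In the crypt at day 8, the paper gives 16, 9, 21, and 168 DEGs at 0.1, 1.4, 5, and 20 ppm, and 4, 1, 4, and 59 were found here. In the crypt at day 91, the paper's numbers are 9, 16, 16, and 291 at the same doses, and 0, 0, 1, and 134 were found. For the villus at day 8 the paper has 20, 827, 594, and 1074, against 0, 393, 94, and 654. At 0.1 and 1.4 ppm in the villus at day 91 it has 402 and 348, against 9 and 8. Of the alternatives set before the data were examined, DESeq2 in one fit of all libraries reaches all 14 of these. A mean count of at least 10 also reaches the values at 20 ppm in the crypt at day 91 and at 1.4 and 20 ppm in the villus at day 8. Counts thinned to the smallest total reach those at 1.4, 5, and 20 ppm in the villus at day 8. DESeq2 size factors in edgeR, the log10 total count as a covariate, and probes summed for each gene reach that at 20 ppm in the villus at day 8.

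The BMD of *Ctnnd1* in the crypt at day 91 is 3.51 mg/kg bw/day in the paper and was 5.72 here. Within that ratio, log2 of the normalized counts (3.19) and TMM CPM (4.79) reach the paper's value.

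In Supplementary Table 1, the paper's log2 fold of *Pcna* between untreated crypts and villi at day 91 is 21.0008, and 0.85 was found here. None of 10 alternatives reaches it. That row of the table equals, in mean, fold, and SE, the values DESeq2 gives on these counts for the probe of *Duox2*, and DESeq2 gives 0.68 for *Pcna*. The other 1996 of 1997 rows compared are the same as DESeq2 on these counts.

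In Supplementary Table 2, for the crypt at 5 ppm and day 91, the paper's log2 folds are -20.4018 for *Fcmr*, -20.4043 for *Ighv1-36*, -19.8788 for *Lef1*, and -17.7037 for *Saa1*. Those found here were -0.62, 1.08, 0.32, and 1.97, and none of the alternatives reaches the paper's. All 8 visible rows of that group equal the table's rows at 1.4 ppm, and 0 equal DESeq2 on these counts at 5 ppm. In the other 23 groups, 1990 of 1990 rows are the same as DESeq2 on these counts.

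The paper reports higher *Hif1a* in crypts at high doses, and here the smallest edgeR adjusted p was 0.132, with DESeq2 calling none either, while over all doses the Williams test passed at day 91 (Monte Carlo p = 0.00944, n = 35 libraries). In villi it reports a rise at nearly every dose, and 3 of 6 doses passed on each day, with edgeR and with DESeq2. *Duox2* is described as higher in villi at day 91 at all doses but 1, and here it passed at none with edgeR (smallest adjusted p 0.107), while DESeq2 calls 5 doses.

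The low-dose genes of the crypt at day 91 that the paper lists passed at none of the 3 lowest doses here. DESeq2 calls *Egr3* and *Slc5a8* higher at all 3 doses, *Slc34a2* higher at 0.1 and 1.4 ppm by the probe used for it here and at 1.4 and 5 ppm by another probe, *Reg2* lower at 1.4 and 5 ppm, and *Saa1*, *Ppy*, and *Muc6* lower at 1.4 ppm (adjusted p = 5.26e-08, 0.0232, and 0.00505). The paper describes the same set of genes at 1.4 and 5 ppm, and here 0 were shared, and 8 with DESeq2. For *Rpa* genes the paper sees no change in crypts. *Rpa1* was higher at 180 ppm and day 8 (edgeR adjusted p = 0.0589), which DESeq2 also calls, and *Rpa1*, *Rpa2*, and *Rpa3* passed the Williams test there (Monte Carlo p = 0.0391, 0.0146, and 0.0208, n = 36 libraries). For the p53 arm the paper states that no gene rose, and *Gadd45b* passed with a rise in 5 groups here and in 4 with DESeq2.

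The paper states that exposure left the compartment differences of markers unchanged. With the mouse as a block 4 of 8 markers changed at day 8 and 2 at day 91, and without it 0. In the day 8 controls, summed crypt markers were 9556 CPM in the crypt and 11694 CPM in the villus of mouse 48. In mouse 49 they were 1452 and 1299 CPM. The block uses these differences within mice, and it was not fitted without those 2 mice. Whether exposure or these controls gave the change at day 8 is therefore open. For age, the paper describes a larger difference between compartments at day 91, while the interaction passed for 0 genes here over all probes, and for 124 with DESeq2 and 75 with the mouse as a block. With adjustment over the 8 markers alone, it passed for 4 of them. It reports gene sets that change at 5 ppm and below, and here 0 of the families passed at those doses. For nuclear receptors and glucuronidation in crypts at 60 ppm and above, the paper reports falls, and here camera did not pass (smallest adjusted p 0.156 and 0.413). Over all doses in the crypt at day 8 both fell with dose (Spearman rho -0.50 and -0.37, Pearson r -0.500 and -0.377; adjusted permutation p = 0.0049 and 0.044). DESeq2 and a preset correlation of 0.01 call both families in the crypt at 180 ppm and day 8, and DESeq2 size factors in edgeR call the nuclear receptors there as well.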

Other observations

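*Pck1* was among the genes with the smallest adjusted p in 3 of the 4 sets at 180 ppm. It fell from 271 ± 97.8 to 7.63 ± 3.71 CPM in the crypt at day 91, from 749 ± 337 to 13.2 ± 12.5 CPM in the villus at day 8, and from 807 ± 481 to 15.8 ± 11.8 CPM in the villus at day 91. *S100a14* in the crypt at day 91 went from 7.14 ± 5.78 to 111 ± 26.0 CPM, and *S100a6* in the villus at day 91 from 46.1 ± 33.5 to 661 ± 524 CPM. *Mboat1* in the crypt at day 91 went from 2.52 ± 2.51 to 74.6 ± 37.2 CPM. *Taf1d* in the villus at day 91 went from 75.1 ± 44.5 to 490 ± 117 CPM, and *Btnl2* in the crypt at day 8 from 346 ± 174 to 57.4 ± 22.2 CPM. These genes were chosen by a rule set before the data were examined, by their values.

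*Gm2663* rose from 0 to 1135 ± 893 CPM in the crypt at day 8, and *Gm5771* from 4.61 ± 3.03 to 1892 ± 1282 CPM. Both are protein-coding genes of chromosome 6. More pancreatic tissue in the exposed libraries was one explanation tested, with an exact permutation p of 0.246 for the acinar markers. Untreated crypts of mice 48 and 49 had 47675 and 17500 CPM of acinar markers and 0 counts of *Gm2663*, while the exposed crypt of mouse 529 had 4106 CPM of them and 146 CPM of *Gm2663*. With the acinar markers as a covariate *Gm2663* still passed (edgeR adjusted p = 3.14e-25), so the amount of acinar RNA alone does not account for the rise. Whether the transcripts came from crypt cells or from acinar cells was not resolved.

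Metallothioneins and zinc transporters rose with dose in the villus at day 91 (Spearman rho 0.46, Pearson r 0.181; adjusted permutation p = 0.014). Hypoxia genes rose there with a rho of 0.67 (Pearson r 0.276, and 0.240 without the 2 farthest libraries). Defensins fell with dose in the villus at day 8 by rank (rho -0.41; adjusted permutation p = 0.036), with a Pearson r of -0.163, and -0.100 without the 2 farthest libraries. At that day their median log2 folds were -1.50 at 5 ppm and -1.64 at 20 ppm (camera adjusted p = 0.716 and 0.477).

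The fit in the crypt at day 91 called more genes at 60 ppm than at 180 ppm, 3375 against 1489. In the same set DESeq2 called 3065 and 1465, and edgeR with estimated dispersions 2097 and 849. Probes detected differed over dose groups in that set (permutation p = 0.015, adjusted p = 0.029), and with the probes detected at equal depth as a covariate the counts were 2331 and 1263, so the order could not be put down to that covariate. A true loss of response at the highest dose, for example through loss of exposed cells, is a hypothesis that counts of cells in the same sections would test.

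For *Gadd45b*, higher in villi at day 91, the BMD was 0.428 mg/kg bw/day (goodness-of-fit p = 0.592, n = 34 libraries). In that set *Gadd45a*, *Ddb2*, and *Rrm2b* passed at no dose, with largest log2 folds of 0.12, 0.13, and 0.91, which leaves open whether the rise of *Gadd45b* belongs to a response to DNA damage. Staining for DNA damage in the same sections would test this.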
